# Postnatal oogenesis leads to an exceptionally large ovarian reserve in naked mole-rats

**DOI:** 10.1038/s41467-023-36284-8

**Published:** 2023-02-21

**Authors:** Miguel Angel Brieño-Enríquez, Mariela Faykoo-Martinez, Meagan Goben, Jennifer K. Grenier, Ashley McGrath, Alexandra M. Prado, Jacob Sinopoli, Kate Wagner, Patrick T. Walsh, Samia H. Lopa, Diana J. Laird, Paula E. Cohen, Michael D. Wilson, Melissa M. Holmes, Ned J. Place

**Keywords:** Cell biology, Developmental biology, Stem cells

## Abstract

In the long-lived naked mole-rat (NMR), the entire process of oogenesis occurs postnatally. Germ cell numbers increase significantly in NMRs between postnatal days 5 (P5) and P8, and germs cells positive for proliferation markers (Ki-67, pHH3) are present at least until P90. Using pluripotency markers (SOX2 and OCT4) and the primordial germ cell (PGC) marker BLIMP1, we show that PGCs persist up to P90 alongside germ cells in all stages of female differentiation and undergo mitosis both in vivo and in vitro. We identified VASA+ SOX2+ cells at 6 months and at 3-years in subordinate and reproductively activated females. Reproductive activation was associated with proliferation of VASA+ SOX2+ cells. Collectively, our results suggest that highly desynchronized germ cell development and the maintenance of a small population of PGCs that can expand upon reproductive activation are unique strategies that could help to maintain the NMR’s ovarian reserve for its 30-year reproductive lifespan.

## Abstract (web summary)

Female naked mole rats are long lived and show little or no decline in fertility over their lifespan. Here Brieño-Enríquez *et al*., demonstrate that naked mole-rats establish an exceptionally large ovarian reserve and undergo postnatal oogenesis.

## Introduction

Female reproductive senescence in mammals largely results from the depletion of a finite number of ovarian follicles that were produced during embryonic development or early postnatal life^1^. To date, the vast majority of research on factors that influence the establishment and maintenance of the ovarian reserve has been performed in mice, which have relatively short reproductive lifespans, measured in terms of months. In mouse and human ovaries, the primordial follicles, each of which contains an oocyte surrounded by a single layer of somatic pre-granulosa cells, represent the entire ovarian reserve, which will supply oocytes throughout the reproductive lifespan^2^. In mice and humans, these follicles are produced from a pool of primordial germ cells (PGCs), which localize to the developing gonads during gestation^1,3–5^. Mitotic division of PGCs is characterized by incomplete cytokinesis, producing clusters of interconnected oogonia, and forming germ cell nests. Thereafter, the oogonia enter into meiotic prophase I, at which time they are referred to as oocytes and remain arrested in this stage of meiosis. Germ cell nests then begin to breakdown, during which the majority of oocytes are lost through apoptotic cell death, whereas the remaining oocytes become surrounded by a layer of somatic pre-granulosa cells, forming primordial follicles^6–8^. This generally occurs during mid-to-late gestation in the mammalian ovary and establishes the ovarian reserve at birth (human) or shortly thereafter (mice)^9,10^. Thus, a key determinant of the ovarian reserve size is the total number and quality of the germ cells in the ovary^11^.

The naked mole-rat (NMR, *Heterocephalus glaber*) is well known for being the longest-lived rodent, with a maximum lifespan of >37 years^12–14^, which is 368% longer than predicted based on body mass^15^. They are also highly resistant to cancer and prolonged anoxia and are one of only two eusocial species of mammal^16–20^. Female NMRs are also exceptional because they demonstrate no decline in fertility or fecundity for the vast majority, if not the entirety of their decades-long lifespan^13,21^. Conversely, comparably sized mice have reduced fertility by 9 months of age^11^. Almost all NMR colonies have a single dominant, breeding female (queen), and she will continue to breed until she dies^22^. All other females are subordinate to the queen and most likely will never become reproductively mature^16^. The queen’s protracted fertility is very relevant since the functional lifespan of the ovary hinges upon the finite number of oocytes that progressively decreases with age. While the histological images of NMR ovaries reported by Kayanja and Jarvis suggested an unusually large number of primordial follicles^23^, at 6 months of age the NMR ovarian reserve is more than 10-fold larger than in mammals of a comparable size^24^. However, the mechanism(s) by which the NMR establishes this large ovarian reserve during fetal and perinatal life and the mechanism(s) allowing them to avoid reproductive senescence remain unknown.

In this study, we show that the NMR ovary retains a population of germ cells far into postnatal life that bear markers of pluripotency as well as PGC identity and are capable of dividing both in vivo and in vitro. Cells with the hallmarks of post-migratory PGCs (VASA and SOX2) were abundant in the ovaries of subordinate females at 6 months and 3 years of age and were proliferative in the ovaries of 3-yr-old reproductively activated adults. We also demonstrate the co-existence of germ cells at every major stage of development in the postnatal NMR ovary (from early postnatal life up to 3 years of age), including pre-meiotic cells, cells at meiotic prophase I and follicles, which is similar to what is described in human fetal ovaries^25,26^. Collectively, we establish that the entire process of oogenesis occurs postnatally in NMR ovaries, which provides strong support for the hypothesis that pre-meiotic germ cell proliferation throughout the postnatal period generates an exceptionally large ovarian reserve relative to the NMR’s body size.

## Results

### Establishment of NMR ovarian reserve

To understand whether NMRs establish an ovarian reserve sufficient for escaping reproductive senescence, we performed histological analyses on NMR ovaries at postnatal (P) days 1, 5, 8, 15, 28, and 90 (Fig. 1a, b). Hematoxylin and eosin (H&E) staining revealed a large number of germ cells at all ages analyzed. In mice, the entire population of PGCs engages in the oogenesis program at embryonic (E) day 13.5, and meiotic prophase I initiates thereafter^27^. Following meiotic initiation, oocytes form nests that later breakdown during primordial follicle formation, a process completed in mice by P5^6,7,28^. In NMR ovaries, we did not observe any primordial follicles at P1 and P5, and the first primordial follicles were observed within the ovarian medulla at P8. Primary follicles (early growing follicles with a single layer of cuboidal granulosa cells) were also first identified at P8. As late as P90, mixed populations of germ cells including germ cell nests, primordial, primary, and secondary follicles were observed (Fig. 1a). Histological analyses showed that in the NMR the number of germ cells present in the ovary is exceptionally large relative to other comparably sized rodents. To verify their germ cell lineage, we performed immunofluorescence (IF) on paraffin-embedded sections at different ages using antibodies against VASA (DDX4). In mouse, *Vasa* expression is first observed in late migratory PGCs and continues into meiotic prophase I and folliculogenesis^27,29^. Immunofluorescence for VASA revealed a remarkable number of germ cells in NMR ovaries from P1 to P90 (Fig. 1b). We quantified the number of germ cells in histological sections from six different animals at six different ages following a previously published algorithm^24,30^. Our results show that germ cell numbers in NMRs significantly increase between P5 and P8, with 1.5 million germ cells per ovary pair at P8 (Fig. 1c). The number of germ cells at P8 was statistically greater than all other ages examined, raising the possibility that germ cells are actively dividing in the postnatal ovary of the NMR. To test this hypothesis, we performed IF with antibodies against VASA and two different proliferation markers: proliferation marker protein Ki67 (Ki67)^31^ and the phosphorylated histone H3 (pHH3; phosphorylation on serine-10)^32,33^. We observed VASA+ Ki67+ cells in ovaries from P1 to P90 (Fig. 1d). At P1, P5 and P8, these cells formed clusters, in contrast to dyads at P15 and P28, and single, isolated VASA+ Ki67+ cells at P90 (Fig. 1d). A similar distribution of cells along the different ages was observed for VASA+ pHH3+ (Supplementary Fig. 1a). We quantified the numbers of VASA+ Ki67+ and VASA+ pHH3+ cells to understand the effects of age (Fig. 1e and Supplementary Fig. 1b). We observed the maximum number of VASA+ Ki67+ and VASA+ pHH3+ cells at P1 followed by a reduction at P5 and a new peak at P8, which coincides with the highest number of VASA+ cells (Fig. 1c). Although the numbers of VASA+ Ki67+ and VASA+ pHH3+ cells declined after the P8 peak, they remained present at 3 months of age (P90).

**Fig. 1:**
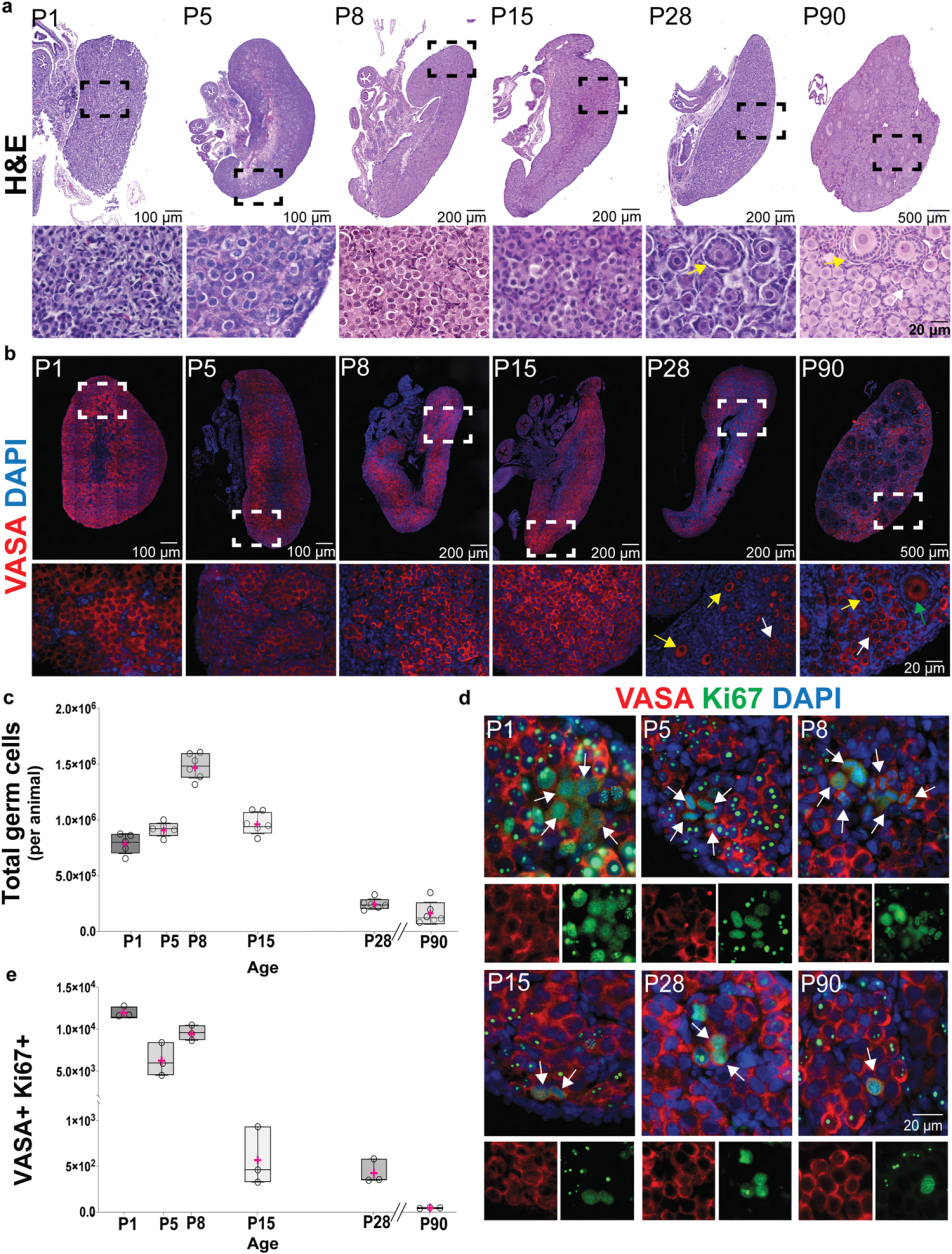
Postnatal ovaries from naked mole-rats (NMR) have a large ovarian reserve with actively dividing germ cells. **a** Histological sections of NMR ovaries at different stages of development (postnatal day P1, P5, P8, P15, P28, and P90) stained with hematoxylin and eosin. **b** Histological sections stained with antibody against VASA (DDX4; red) and counterstained with DAPI (blue) to reveal DNA. White arrows indicate an example of primordial follicles, yellow arrows indicate an example of primary follicles, and green arrow indicates a secondary follicle. **c** Quantification of the total germ cell numbers per NMR detected with VASA at P1, P5, P8, P15, P28, and P90 (*n* = 6 per group). In all the graphs the box edges represent 25th and 75th percentiles, the horizontal line inside the box represents the median, and the pink ‘+‘ represents the mean. In one-way-ANOVA, adjusting for multiple comparisons using the Bonferroni method, all pairwise comparisons were statistically significant at *p* < 0.0001, except for the comparisons P1 vs P5 (*p* = 0.35), P5 vs P15 (*p* > 0.99) and P28 vs P90 (*p* > 0.99). **d** In vivo postnatal germ cell expansion analyzed using immunofluorescence detection of the marker of mitotic cell division Ki67 (green) and the germ cell marker VASA (red). White arrows indicate cells that are positive for both markers. **e** Quantification of the mitotically active germ cells across the different ages using Ki67 and VASA as markers at P1, P5, P8, P15, P28, and P90 (*n* = 3 per group). For box plots of VASA+ Ki67+, all pairwise comparisons were statistically significant at *p* < 0.0001, except for age P1 vs P8 (*p* = 0.11), P15 vs P28, P15 vs P90, and P28 vs P90 (all *p* > 0.99). Source data are provided as a Source Data File.

### Presence of PGCs in postnatal NMR ovaries

Germ cells express *Vasa* at different stages, including PGCs, gonocytes, and oocytes in meiotic prophase I^27,34^. As the embryonic precursors of the germ cell lineage, PGC precursors in mice are specified in the epiblast around 6.25 days postcoitum (dpc)^27,35,36^. PGC specification depends on the key factors *Blimp1* (*Prdm1*)^37^, *Tfap2c*^38^, and *Prdm14*^39^, which repress the somatic program and promote epigenetic reprogramming and re-expression of pluripotency transcription factors (TFs), such as *Sox2* and *Oct4 (Pou5f1)*^27,40^. SOX2 and OCT4 are key players in a self-reinforcing network of TFs that maintain self-renewal and pluripotent identities by regulating the expression of pluripotency genes and suppressing genes that stimulate differentiation^40^. To characterize the specific germ cell populations in the NMR ovary, we tested antibodies against SOX2, OCT4, and BLIMP1 on fetal ovary sections at E56 (Supplementary Fig. 2), in addition to postnatal NMR ovaries. We identified germ cells positive for VASA and SOX2 at every age (Fig. 2a). To quantify the total number of VASA+ SOX2+ cells at each postnatal age, we followed the same strategy used to enumerate the total number of germ cells. Quantification across ages revealed that the greatest number of VASA+ SOX2+ cells was at P5 (Fig. 2b). The number of VASA+ SOX2+ cells declined significantly from P8 to P15, and by P90 comprised just 0.03% of the total number of germ cells. Because the expression of OCT4 is also crucial for PGC programming, we analyzed the number of VASA+ OCT4+ cells at different ages (Fig. 2c). The largest numbers of VASA+ OCT4+ cells were observed from P1 to P8 (Fig. 2d). A decline in the total number of cells was observed from P15 to P90, but VASA+ OCT4+ cells were still present at 3 months of age. Murine PGCs and pluripotent stem cells are positive for both SOX2 and OCT4, however only PGCs express BLIMP1. To differentiate PGCs from pluripotent stem cells within the NMR ovary, we stained with BLIMP1. Immunofluorescence analysis of NMR ovaries showed the presence of VASA+ BLIMP1+ cells at all ages between P1 and P90 (Fig. 2e). Similar to the pattern for VASA+ OCT4+, VASA+ BLIMP1+ cells were enriched at early postnatal ages (P1-P8), followed by reductions that led to the lowest level at P90 (Fig. 2f). We observed that the number of VASA+ SOX2+ cells was greater than the number of VASA+ OCT4+ cells, and therefore, we co-stained ovaries for SOX2 with OCT4 (Fig. 2g). We observed that the number of cells positive for both proteins was very similar to the total number of VASA+ OCT4+ cells (Fig. 2h), indicating that almost all VASA+ OCT4+ cells are positive for SOX2+. Conversely, not all SOX2+ cells are positive for OCT4. These results suggest that in the NMR the SOX2 pluripotency factor might play an essential role in the postnatal maintenance of PGCs.

**Fig. 2:**
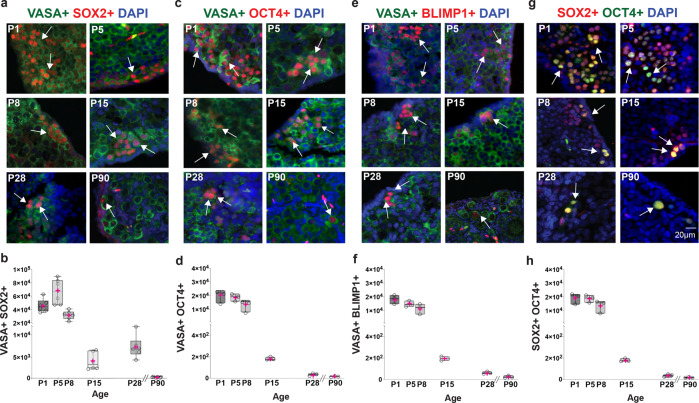
Presence of pluripotency and primordial germ cell markers in postnatal naked mole-rat (NMR) ovaries. **a** NMR ovary sections stained with the pluripotency marker SOX2 (red), VASA (green), and DAPI (blue). White arrows indicate representative SOX2 positive cells. **b** Quantification of SOX2 positive cells at P1, P5, P8, P15, P28, and P90 (*n* = 6 per group). In all the graphs, the box edges represent 25th and 75th percentiles, the horizontal line inside the box represents the median, and the pink ‘+‘ represents the mean. In one-way-ANOVA, adjusting for multiple comparisons using the Bonferroni method, all pairwise comparisons were statistically significant at *p* < 0.0001, except for P1 vs P8 (*p* = 0.18), P15 vs P28, P28 vs P90, and P15 vs P90 (all *p* > 0.99). **c** NMR ovary sections stained with the pluripotency marker OCT4 (red), VASA (green), and DAPI (blue). White arrows indicate representative SOX2-positive cells. **d** Quantification of VASA+ OCT4+ positive cells at P1, P5, P8, P15, P28, and P90 (*n* = 3 per group), and all pairwise comparisons were statistically significant at *p* < 0.0001, except for P5 vs P8 (*p* = 0.10), P1 vs. P8, P15 vs. P28, P15 vs. P90, and P28 vs P90 (all *p* > 0.99). **e** Detection of the PGC marker BLIMP1+ (red) and VASA (green) on the NMR ovary. **f** Quantification of VASA+ BLIMP1+ cells at P1, P5, P8, P15, P28, and P90 (*n* = 3 per group), and all pairwise comparisons were statistically significant at *p* < 0.0001, except for P1 vs. P5, P5 vs. P8, P15 vs. P28, P15 vs. P90 and P28 vs. P90 (all *p* > 0.99). **g** Co-staining of the pluripotency markers SOX2+ (red) and OCT4+ (green) on the NMR ovary. **h** Quantification of SOX2+ OCT4+ cells at P1, P5, P8, P15, P28, and P90 (*n* = 3 per group), and all pairwise comparisons were statistically significant at *p* < 0.0001, except for P1 vs. P5, P1 vs. P8, P5 vs. P8, and for those among ages P15, P28, and P90 (all *p* > 0.99).

### In vivo and in vitro mitotic expansion of NMR PGCs

A key characteristic of PGCs is the capacity to mitotically expand and populate the developing gonads^1,41,42^. To determine whether VASA+ SOX2+ cells in the postnatal NMR ovary are mitotically active, we immunolabeled for SOX2 and Ki67. We detected dual-labeled cells for both proteins in ovaries from all analyzed ages (P1 to P90) (Fig. 3a). SOX2+ Ki67+ cells were observed forming clusters in ovaries from P1 to P8. The numbers of SOX2+ Ki67+ cells were reduced at P15 and P28, where they existed in pairs and as single cells at P90 (Fig. 3a). We quantified the total numbers of SOX2+ Ki67+ cells per animal at all ages (Fig. 3b), and ovaries at P5 had the greatest number of cells positive for both markers, which was also the case for VASA+ SOX2+ (Fig. 2b). The number of SOX2+ Ki67+ cells declined from P8 to P90, but they were still present at 3 months of age. Following this indication that VASA+ SOX2+ cells divide in vivo, we tested their capacity to divide in vitro. For this purpose, we cultured small fragments of ovaries (1 × 1 × 1 mm) using a modified version of a technique that has been previously reported for mouse and human ovaries^43,44^. We evaluated ovaries from P1 to P90, but best results were obtained with fragments from P1 and P5 ovaries. Twenty-four hours after seeding P5 ovarian fragments, we observed fibroblasts spreading out from the tissue. Five days later we observed rounded cells with a large nucleolus, and at 10 days of culture these round cells formed clusters that were more evident at days 15 and 20 of culture (Fig. 3c). To probe the lineage of in vitro clusters, after 8 days of culture, we treated P5 ovarian fragments with the thymidine analog 5-ethynyl-2’-deoxyuridine (EdU) for 48 h. The cultures were fixed on day 10 and stained for SOX2, VASA, EdU, and DAPI (Fig. 3d). Our results show all cells in clusters were positive for VASA, of which 48% were VASA+ SOX2+, and 52% were SOX2+ EdU+, indicating that the dividing cells are germ cells. However, not all of them maintain the expression of the pluripotency factor SOX2 (Fig. 3d). Additionally, we extended the culture to 30, 60, 90, and 120 days, during which we observed the progression to the formation of germ cell nests, as well as primordial follicles (Supplementary Fig. 3). Taken together, our results provide evidence that germ cells in postnatal NMR ovaries are capable of dividing both in vivo and in vitro.

**Fig. 3:**
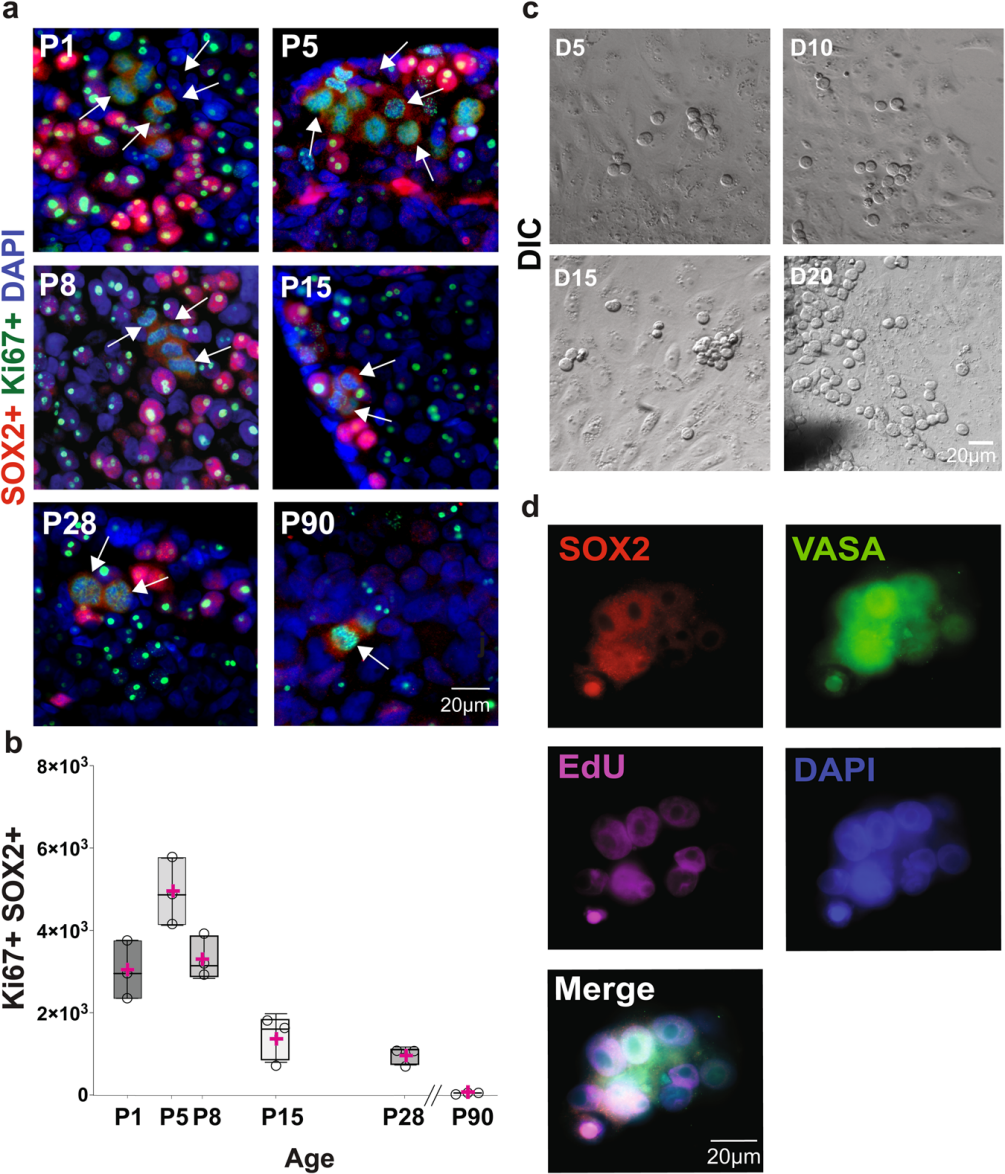
In vivo and in vitro postnatal mitotic germ cell expansion in the NMR ovaries. **a** In vivo postnatal SOX2+ cell expansion analyzed using immunofluorescence detection of the marker of mitotic cell division Ki67 (green) and SOX2 (red). White arrows indicate cells that are positive for both markers. **b** Quantification of SOX2+ Ki67+ cells at different ages (P1, P5, P8, P15, P28, and P90; *n* = 3 per group), and all pairwise comparisons were statistically significant at *p* < 0.0001, except for P5 vs P8 (*p* = 0.07), P1 vs P15 (*p* = 0.05), P15 vs P90 (*p* = 0.20), P28 vs P90 (*p* = 0.83), P1 vs P8 and P15 vs P28 (both *p* > 0.99). **c** In vitro expansion of germ cell from the P5 NMR ovary at day D5, D10, D15, and D20 in culture (DIC). **d** Immunodetection of the pluripotency marker SOX2 (red), germ cell marker VASA (green), incorporation of ethynyl-labeled deoxyuridine (EdU) (magenta) and DAPI (blue) in cultured cells from P5 NMR ovary at D10. Source data are provided as a Source Data File.

### Temporal profile of the NMR transcriptome across ovarian development

To identify molecular pathways involved in NMR ovarian development, we performed RNA sequencing (RNAseq) on ovarian samples collected at E56, P1, P5, P8, P28, and P90. 

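The 13 ovary libraries analysed here were made from NMRs, a eusocial rodent, at E56 (2 libraries), P1 (2), P8 (3), P28 (3) and P90 (3). A library of P5 was not analysed here, and the paper left out 1 sample of E56 and 1 of P1 because it took their expression pattern as a sign of tissue other than ovary. RNA was depleted of ribosomal RNA and sequenced with a directional kit, so transcripts without a poly(A) tail could be counted too. All animals of an age came from 1 litter, so a difference between ages is also a difference between litters, and p-values measure the spread between littermates.
The deposited table gives, for each of 79335 loci, the fragments that the authors counted in each library and the FPKM they derived from them. According to the submitters' processing notes it was made with cutadapt 1.8, TopHat2 2.1, Cufflinks 2.2 and Cuffdiff, on loci that Cufflinks assembled and merged with known genes. The paper's methods describe another pipeline with STAR and RSEM, and counts from it were not used here. Of the loci, 36124 carry a gene name, 39088 carry none, 3830 lie antisense to a named gene, 280 hold small non-coding RNAs and 13 are mitochondrial. Some neighbouring genes are merged into 1 locus, among them Sycp3 with Gnptab, Majin with Gpha2, Gata4 with Neil2 and Dnmt1 with S1pr2, and their values are uncertain for that reason.
Total counts per library were 5568594 and 5913464 at E56, and 7405640 and 7764933 at P1. They ranged from 7271178 to 8701397 at P8 (median 8477892), from 8759724 to 10399848 at P28 (median 8900139) and from 7448682 to 9798743 at P90 (median 8312869). The paper gives a higher depth, of sequenced reads, and the values here rest on the counted fragments. Mitochondrial loci held 1.01% ± 0.370 of the counts at E56 (SD, n = 2), 2.82% ± 0.288 at P1 (n = 2), 2.89% ± 0.616 at P8 (n = 3), 3.63% ± 0.580 at P28 (n = 3) and 3.49% ± 0.919 at P90 (n = 3). The exact two-sided permutation test between E56 and P1 gave p = 0.3333, the smallest p that 2 libraries against 2 allow. Small non-coding RNAs held from 0.0196% of the counts at P28 to 0.0276% at P1.
Counts were scaled by TMM, and the 46640 loci that pass edgeR's filter on low counts were tested with its quasi-likelihood F-test, in 1 model of all 13 libraries with a mean for each age. A locus was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change above 1.5, the paper's thresholds. Groups of genes were written down before the data were examined, and each was compared with all other loci by camera, at a preset correlation between genes of 0.01 and again with the correlation estimated from the libraries. No pair of libraries differed by less than the sampling noise. Some libraries stood apart from their littermates. P8 replicate 2 was lower in meiotic genes, with a mean of 1.29 for those profiled by RT-qPCR (log2 CPM, the counts scaled to the library total, minus each gene's mean over all libraries) against 2.09 and 2.18 in the other P8 libraries, and higher in smooth muscle genes, at 0.84 against -1.12 and -0.42. P90 replicate 2 was higher in adipocyte genes, at 5.76 against 3.20 and 1.71. The E56 libraries differed in genes of steroid hormone synthesis, at -0.19 and 1.58.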

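Between E56 and P1, genes of meiotic chromosomes were among those that rose with the smallest adjusted p. Rad21l1, which encodes a meiosis-specific cohesin subunit, had a log2 fold change of 6.08 (standard error 0.53, adjusted p = 2.13e-05) from edgeR's quasi-likelihood test. Meiob, which encodes a single-stranded DNA-binding protein of meiotic recombination, changed by 6.92 (standard error 0.73, adjusted p = 8.64e-05). The E56 libraries held 0 and 4 counts of Meiob and 2 and 5 of Rad21l1, so the sizes of both changes are uncertain. Tex12, of the central element of the synaptonemal complex, changed by 4.69 (standard error 0.49, adjusted p = 8.24e-05), and M1ap, needed for meiosis in males, by 4.25 (SE 0.42). Ryr1, a calcium release channel best known from skeletal muscle, rose by 4.09 (SE 0.34), the periplakin gene Ppl by 3.36 (SE 0.30), Dmrtc2 by 5.83 (SE 0.53), Pnma6f by 5.35 (SE 0.50), Dpep3 by 4.93 (SE 0.51) and Rad51ap2 by 3.97 (SE 0.41).
Cyp26b1, whose product degrades retinoic acid, fell, with a log2 fold change of -3.06 (standard error 0.27, adjusted p = 2.15e-05) from edgeR. Pou5f1 (Oct4), a gene of pluripotent cells and PGCs, also fell, at -3.50 (standard error 0.40, adjusted p = 0.000132). The glycolytic enzyme Pgk1 changed by -2.15 (SE 0.24), the transcriptional repressor Rest by -1.80 (SE 0.20), Aldh7a1 by -2.01 (SE 0.21) and the acyl-CoA synthetase Acsl4 by -1.73 (SE 0.22). Slc35g1, Smyd3, Sgcz and Nrk complete the falling genes with the smallest adjusted p, at -2.18, -1.60, -2.09 and -2.11.
Of 23 pluripotency and PGC genes, 11 fell (11 when adjusted over the list alone, camera adjusted p = 4.22e-08 and adjusted p = 0.0721 with an estimated correlation), among them Nanog at -2.99 and Sox15 at -2.53. Of 16 genes of meiotic entry, 5 rose and 1, Cyp26b1, fell, with the same counts when adjusted over the list alone (camera adjusted p = 0.0126 and adjusted p = 0.0985 with an estimated correlation). In the germ cell and piRNA pathway, 9 of 25 genes rose and 2 fell (10 and 2 when adjusted over the list alone, camera adjusted p = 0.000152 and adjusted p = 0.416 with an estimated correlation). Asz1 rose by 2.56 and Gtsf1 by 2.38. Glycolysis and hypoxia genes fell in 12 of 28 cases (16 fell and 1 rose when adjusted over the list alone, camera adjusted p = 3.02e-08 and adjusted p = 0.239 with an estimated correlation). Cell division genes fell in 14 of 39 cases (18 fell and 1 rose when adjusted over the list alone, camera adjusted p = 1.84e-07 and adjusted p = 0.4 with an estimated correlation). Collagen and matrix genes rose in 8 of 35 cases (13 when adjusted over the list alone, camera adjusted p = 8.93e-08 and adjusted p = 0.333 with an estimated correlation). Tnxb changed by 3.06.
Steroid hormone synthesis genes fell in 5 of 13 cases (9 fell and 1 rose when adjusted over the list alone, camera adjusted p = 2.81e-05 and adjusted p = 0.333 with an estimated correlation). Star, which carries cholesterol into mitochondria, changed by -5.77. Of 25 genes of sterol synthesis, 9 fell (10 when adjusted over the list alone, camera adjusted p = 3.66e-07 and adjusted p = 0.333 with an estimated correlation, and 0.0669 without E56 replicate 1). Hsd17b7 changed by -2.53. The testis somatic cell list, whose falling genes Amh, Cyp26b1 and Insl3 also stand in other lists, had 3 of 14 genes lower, with the same count when adjusted over the list alone (camera adjusted p = 0.0126 and adjusted p = 0.269 with an estimated correlation, and 0.196 without E56 replicate 1). Among 8 red blood cell genes 3 fell, as many as when adjusted over the list alone (camera adjusted p = 0.000288 and adjusted p = 0.0304 with an estimated correlation). The heme synthesis gene Alas2 changed by -2.39. The multiciliated epithelium list had 9 of 28 genes higher and 1 lower (13 and 1 when adjusted over the list alone, camera adjusted p = 8.25e-05 and adjusted p = 0.416 with an estimated correlation). In the cell death list, 3 of 26 genes rose and 7 fell (4 and 7 when adjusted over the list alone, camera adjusted p = 0.0803, and 0.000874 without E56 replicate 0). Pmaip1 fell by 2.23. In some lists the means of the 2 E56 libraries lay further apart than the nearer of them lay from the P1 libraries. These were the collagen, glycolysis, steroid hormone, sterol, testis somatic cell and cell death lists. In the cell death list the mean of E56 replicate 0 (-0.18) lay below both P1 libraries (-0.14 and -0.12).
In all, 2693 loci were higher and 2260 lower at P1, of which 1273 and 1154 carry a gene name. With E56 or P1 left with 1 library, the counts were 773 and 804 without E56 replicate 0, 2745 and 1787 without E56 replicate 1, 797 and 239 without P1 replicate 0 and 1180 and 470 without P1 replicate 1. The DESeq2 likelihood ratio test gave 1381 higher and 1167 lower. Scaling by library size in place of TMM gave 3044 higher and 1453 lower, and moved the median log2 fold change of all loci from 0.06 to 0.19.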

We focused our analysis on sequential timepoints to identify dynamic shifts in the temporal profile of the transcriptome across ovarian development (Fig. 4, Supplementary Fig. 4, Supplementary Data 1–4). Genes labeled in Fig. 4a plots were selected based on their relevance to oogenesis and reproduction. 

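The recombinase gene Dmc1 rose between E56 and P1, with a log2 fold change of 4.04 (standard error 0.56, adjusted p = 0.000475), and so did the meiotic cohesin gene Rec8, at 3.35 (standard error 0.42, adjusted p = 0.000222). Between P1 and P8 the nuclear receptor gene Nr2e3 rose by 3.47 (standard error 0.40, adjusted p = 0.000258). Esrrg, which encodes an estrogen-related receptor, had a value of 1.73 (standard error 0.41, adjusted p = 0.0947) and did not pass the test.
Between P8 and P28, Padi6, a gene of the oocyte cytoplasm, rose by 3.67 (standard error 0.37, adjusted p = 7.32e-06). Genes of meiotic prophase I fell in the same interval. Dmc1 changed by -4.52 (SE 0.45), Spo11, which makes the double-strand breaks of recombination, by -4.51 (SE 0.37), and Sycp2, of the chromosome axis, by -3.28 (SE 0.31). Sycp3, whose locus also takes in Gnptab, changed by -1.47 (SE 0.25).
Between P28 and P90, Grik3, which encodes a kainate receptor subunit, rose by 4.20 (standard error 0.33, adjusted p = 3.19e-06). The follistatin gene Fst rose by 2.93 (standard error 0.28, adjusted p = 1.61e-05) and Amh, the anti-Mullerian hormone of growing follicles, by 2.99 (standard error 0.54, adjusted p = 0.00317). Esr1, the estrogen receptor alpha gene, had a value of -1.34 (standard error 0.43, adjusted p = 0.0754) and did not pass the test. No locus carries the name Cyp19a1, so no value is given for it.
All values are from edgeR's quasi-likelihood test. Esrrg passed with no filter on low counts, with either DESeq2 test and without P8 replicate 2 or P90 replicate 0 (0.0244 and 0.0282), and its adjusted p ranged from 0.00419 to 1 over the alternatives. Esr1 passed with no filter, with its 2 ages alone in the fit, with the DESeq2 likelihood ratio test and without P8 replicate 0 or P8 replicate 2 (0.0188 and 0.00392), over a range from 1.31e-05 to 0.232.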

Gene set enrichment analysis (GSEA) identified dynamic meiotic pathways across timepoints (Fig. 5a, Supplementary Data 5–12). For example, the “meiotic cell cycle” pathway was upregulated between E56 and P1 (NES = 2.18, *p*adj<0.001) and downregulated between P8 and P28 (NES = −2.13, *p*adj<0.001) with no significant differences observed between P1 and P8. These dynamic changes in meiotic gene regulation were also observed using real-time PCR with reverse transcription (RT-qPCR) of meiotic genes *Stra8*, Spo*11*, *MeioC, Meiob, Ythdc2, Mlh1*, *Hormad1*, *Rec8*, *Dmc1*, *Sypc1*, *Sycp3* on independent ovarian samples collected at E56 (*n* = 2), P1 (*n* = 2), P5, P8, P28, and P90 (*n* = 3 per group), We also validated the expression changes of PGC developmental genes, *Sox2*, *Oct4*, *Lin28a, Blimp1 (Prdm1), Kit and Tfap2c*. 

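Meiotic genes rose between E56 and P1 and fell between P8 and P28. Of the 11 meiotic genes that the study profiled by RT-qPCR, 9 rose from E56 to P1 and 1 fell, with the same counts when adjusted over the list alone (camera adjusted p = 4.59e-19 and adjusted p = 0.0304 with an estimated correlation). Spo11 rose by 4.14 (standard error 0.49, adjusted p = 0.000176), Sycp1, of the synaptonemal complex, by 3.51 (standard error 0.51, adjusted p = 0.00071) and Hormad1, of the unsynapsed chromosome axis, by 3.36 (standard error 0.45, adjusted p = 0.000387). Ythdc2 had a value of 0.15 (standard error 0.23, adjusted p = 0.718) and did not pass, and its sign turned without E56 replicate 1. From P8 to P28, 10 of the 11 genes fell (10 when adjusted over the list alone, camera adjusted p = 2.47e-17 and adjusted p = 0.128 with an estimated correlation). Meiob changed by -4.22 (standard error 0.43, adjusted p = 7.80e-06), Rec8 by -3.11 (standard error 0.34, adjusted p = 1.31e-05), Sycp1 by -2.06 (standard error 0.38, adjusted p = 0.00103) and Ythdc2 by -0.91 (standard error 0.19, adjusted p = 0.00232). The study chose this list, so its direction is not independent evidence. Genes of other cell types rose over the same interval, in 8 of 10 cases for smooth muscle, 6 of 15 for endothelial cells, 14 of 35 for collagen and matrix and 7 of 20 for leukocytes (each camera adjusted p = 0.45 with an estimated correlation).
Other lists of meiotic genes moved in the same intervals. Of 23 genes of the synaptonemal complex and axis, 19 rose from E56 to P1 (20 when adjusted over the list alone, camera adjusted p = 3.55e-31 and adjusted p = 0.0304 with an estimated correlation), among them Ccdc155 (Kash5), at 4.72 (SE 0.64), and Fkbp6, at 5.15 (SE 0.94). From P8 to P28, 18 of them fell and 1 rose (20 and 1 when adjusted over the list alone, camera adjusted p = 1.93e-19 and adjusted p = 0.159 with an estimated correlation), and Rad21l1 changed by -5.20 (SE 0.37) and Hormad2 by -4.91 (SE 0.45). Of 28 genes of meiotic recombination, 13 rose and 1 fell from E56 to P1 (16 and 1 when adjusted over the list alone, camera adjusted p = 8.84e-12 and adjusted p = 0.116 with an estimated correlation), and 19 fell from P8 to P28 (20 when adjusted over the list alone, camera adjusted p = 6.39e-14 and adjusted p = 0.172 with an estimated correlation). M1ap changed by -3.37 (SE 0.30). Counts of Fkbp6 in the E56 libraries were 0 and 1, so the size of its rise from E56 to P1 is uncertain. Of 16 genes of meiotic entry, 7 fell and 2 rose from P8 to P28 (7 and 3 when adjusted over the list alone, camera adjusted p = 0.011 and adjusted p = 0.159 with an estimated correlation, and 0.0558 without P8 replicate 2).
Between P1 and P8, no gene of the RT-qPCR list passed the edgeR test or either DESeq2 test, and at an unadjusted p under 0.05 the edgeR counts were 0 higher and 1 lower (camera adjusted p = 0.976). The direction of the list, up in this fit, turned without P1 replicate 1, P8 replicate 0 or P8 replicate 1 (camera adjusted p = 0.679, 0.729 and 0.571). The synaptonemal complex list had 1 gene higher, Sycp2l, at 2.32 (SE 0.39) (2 when adjusted over the list alone, camera adjusted p = 0.014 and adjusted p = 0.975 with an estimated correlation). Its camera call was lost without P1 replicate 1, P8 replicate 0 or P8 replicate 1 (adjusted p = 0.172, 0.222 and 0.234), the mean of P8 replicate 2 lay below both P1 libraries, and the call of Sycp2l was lost without P1 replicate 0 or P1 replicate 1 (0.111 and 0.21) and on log2(FPKM + 1) (0.0969), over a range from 1.17e-05 to 0.21. The recombination list did not pass (camera adjusted p = 0.192), but did without P8 replicate 2, at 0.00812, whose meiotic genes lay below those of its littermates. From P28 to P90, Sun1, which links telomeres to the cytoskeleton in meiosis and is merged with Dnaaf5, rose by 0.87 (SE 0.17), and no gene of the RT-qPCR list passed edgeR's test, at 0 higher and 2 lower at an unadjusted p under 0.05 and none by either DESeq2 test.

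**Figure D1:**
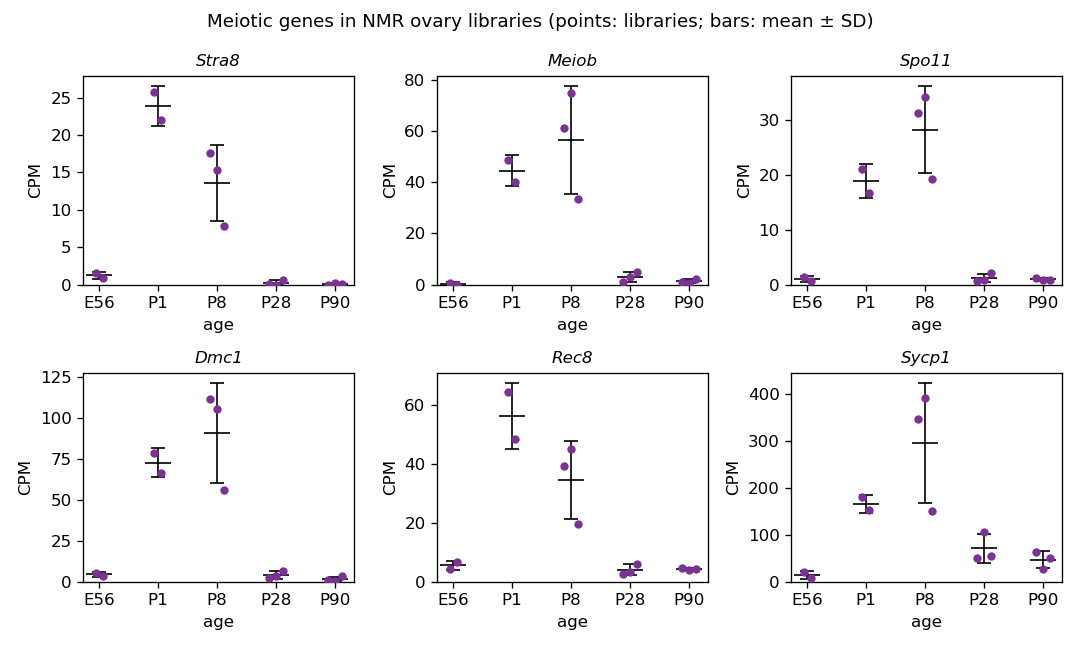
CPM of Stra8, Meiob, Spo11, Dmc1, Rec8 and Sycp1 in each ovary library (points) by age, with the mean and SD of each age (bars) and each vertical axis starting at 0. In each panel the means at P1 and P8 lie above those at E56, P28 and P90, and Sycp1 stays above its E56 level at P28 and P90.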

The PGC genes were upregulated from E56 to P8, and then downregulated but still present at P28 and P90 (Fig. 4b; Supplementary Data 1–4). 

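From E56 to P8, the level of 4 of the 6 PGC genes fell. Pou5f1 (Oct4) changed by -3.26 (standard error 0.34, adjusted p = 1.20e-05) on the log2 scale, Tfap2c by -2.92 (standard error 0.38, adjusted p = 8.25e-05), Kit by -1.93 (standard error 0.31, adjusted p = 0.000491) and Lin28a by -1.26 (standard error 0.25, adjusted p = 0.00184). Sox2, at 0.57 (standard error 0.51, adjusted p = 0.438), and Prdm1 (Blimp1), at -0.95 (standard error 0.58, adjusted p = 0.244), did not pass the test. The mean level was highest at E56 for 5 of the 6 genes and at P8 for Sox2. Without P28 replicate 2 it was highest at E56 for 4 of the 6.
From P8 to P90, Pou5f1 fell by 3.33 (standard error 0.42, adjusted p = 2.33e-05), Sox2 changed by -1.73 (standard error 0.48, adjusted p = 0.0107) and Kit by -1.14 (standard error 0.29, adjusted p = 0.00618). Tfap2c rose by 1.03 (standard error 0.36, adjusted p = 0.0359). Prdm1, at -1.34 (standard error 0.56, adjusted p = 0.0697), and Lin28a, at -0.02 (standard error 0.23, adjusted p = 0.959), did not pass. At P28 the libraries held 1.6 ± 0.784 CPM of Pou5f1, 0.828 ± 0.381 of Sox2, 28.5 ± 6.13 of Lin28a, 39.1 ± 10.2 of Prdm1, 61.8 ± 8.34 of Kit and 2.5 ± 0.938 of Tfap2c (SD, n = 3). At P90 the values were 0.786 ± 0.382, 0.538 ± 0.107, 25.7 ± 6.98, 8.74 ± 7.51, 34.9 ± 20.4 and 6.73 ± 2.64 in the same order, and the P90 counts per library were 3 to 10 for Pou5f1 and 3 to 5 for Sox2.
Between neighbouring ages, 4 of these genes were lower at P1 than at E56, with the same count when adjusted over the list alone (camera adjusted p = 1.14e-07 and adjusted p = 0.0304 with an estimated correlation), and Pou5f1 fell again from P8 to P28, by 2.33 (SE 0.37). The study chose this list, so its direction is not independent evidence. Changes are from edgeR's quasi-likelihood test. The rise of Tfap2c from P8 to P90 did not pass under other scalings, on either FPKM scale, with its 2 ages alone in the fit, with the DESeq2 likelihood ratio test or without P8 replicate 0, P8 replicate 1 or P90 replicate 0 (0.126, 0.113 and 0.208), over a range of adjusted p from 0.0208 to 0.208, and the sign for Lin28a over that interval turned with the setting, among others without P1 replicate 0, P8 replicate 0, P90 replicate 1 or P90 replicate 2. The fall of Sox2 did not pass with the DESeq2 likelihood ratio test, on log2(FPKM + 1) or without P8 replicate 0 (adjusted p = 0.059, range 0.00385 to 0.0893). Prdm1 passed from E56 to P8 without P8 replicate 2 (0.00414, range 0.00116 to 0.606). From P8 to P90 it passed without P8 replicate 0, P8 replicate 1 or P90 replicate 1 (0.0281, 0.0403 and 0.00961, range 0.00961 to 0.793). It also passed scaled by library size or with no filter on low counts. At P8 the level of Prdm1 was 46.9 CPM in replicate 2 against 9.11 and 10.5 in its littermates. Without P8 replicate 2 and P90 replicate 2 its change from P8 to P90 turned to 0.21.

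**Figure D2:**
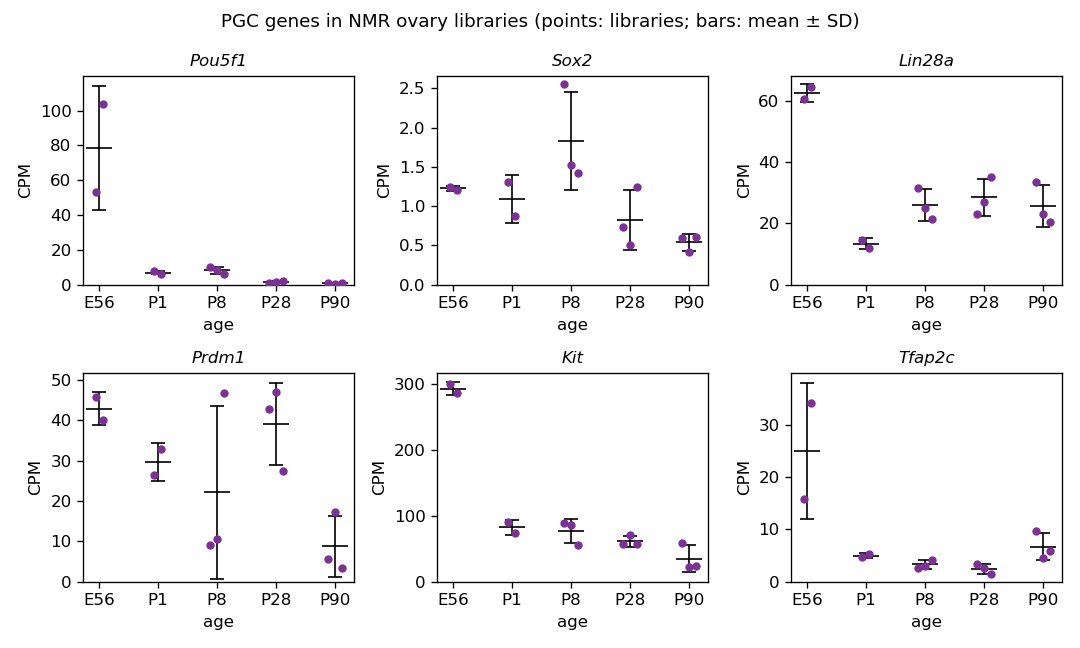
CPM of Pou5f1, Sox2, Lin28a, Prdm1, Kit and Tfap2c in each ovary library (points) by age, with the mean and SD of each age (bars) and each vertical axis starting at 0. The mean is highest at E56 in every panel apart from Sox2.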

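Across the 5 ages in order, Pou5f1 fell by 1.62 per step (standard error 0.14, adjusted p = 4.65e-06) on the log2 scale, a fitted change of -6.47 from E56 to P90. Top2a, which encodes the topoisomerase of dividing cells, fell by 0.53 per step (standard error 0.06, adjusted p = 1.72e-05), a fitted change of -2.10. Top2a was also lower at P1 than at E56, at -0.86 (standard error 0.23, adjusted p = 0.024). This call was lost with 1 library of either age, at 0.0885, 0.0629, 0.213 and 0.156 without E56 replicate 0, E56 replicate 1, P1 replicate 0 and P1 replicate 1. It was lower at P90 than at P28 as well, at -0.76 (SE 0.19), a call lost without P28 replicate 0, P28 replicate 1, P90 replicate 1 or P90 replicate 2 (adjusted p = 0.0543, 0.0899, 0.0639 and 0.0924, over a range from 0.00537 to 0.0924).
The falling genes with the smallest adjusted p were Grin2b, an NMDA receptor subunit, at -0.99 per step (standard error 0.07, adjusted p = 1.81e-06), Cyp26b1 at -1.36 per step (standard error 0.10, adjusted p = 2.07e-06), the RNA-binding protein gene Igf2bp1 at -0.84, the ephrin receptor gene Epha7 at -0.70 and Zdbf2 at -1.28. The rising genes were led by the zona pellucida gene Zp2, at 2.54 per step (standard error 0.14, adjusted p = 3.71e-07), followed by Pcdh17 at 0.80, Accsl at 2.46, Lrmp at 1.62 and Wee2, a kinase of the oocyte, at 1.82. The slope was tested with edgeR on the order of the ages and called where the change over its 4 steps passed the fold threshold. It was called higher in 6115 loci and lower in 5062.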

We also completed a time-series differential expression analysis, which identified several genes of interest that were downregulated across age (e.g., *Oct4* (*Pou5f1)*, *Top2a;* Supplementary Fig. 5, Supplementary Data 13), although no obvious ovarian development pathways were highlighted by GSEA (Supplementary Data 14, 15).

**Fig. 4:**
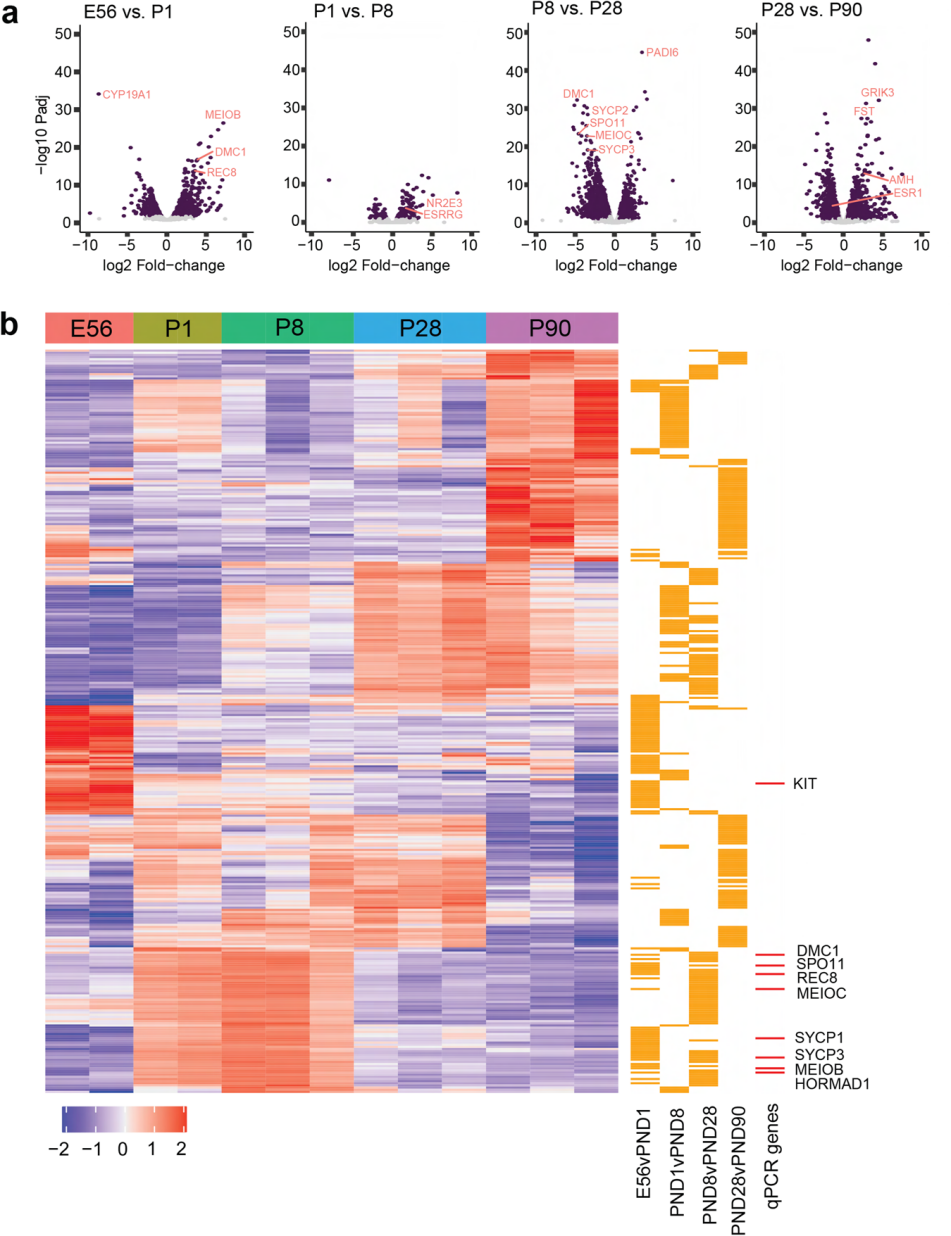
RNAseq analysis of ovaries at E56, P1, P8, P28, and P90. **a** Volcano plot with genes that are significantly different coloured in purple (adjusted *p* value <0.05 and log2 fold-change > abs(log2(1.5)). **b** A heatmap of the top 50 upregulated and top 50 downregulated differentially-expressed genes from each sequential pairwise comparison (counts per million). Gene expression is scaled and clustered by unsupervised hierarchical clustering. The orange bars to the right of the heatmap mark from which comparison the gene originates. The red bars to the right of the heatmap in **b** mark which of the DEGs were also profiled in the qPCR experiment. Source data are provided as a Source Data File.

**Fig. 5:**
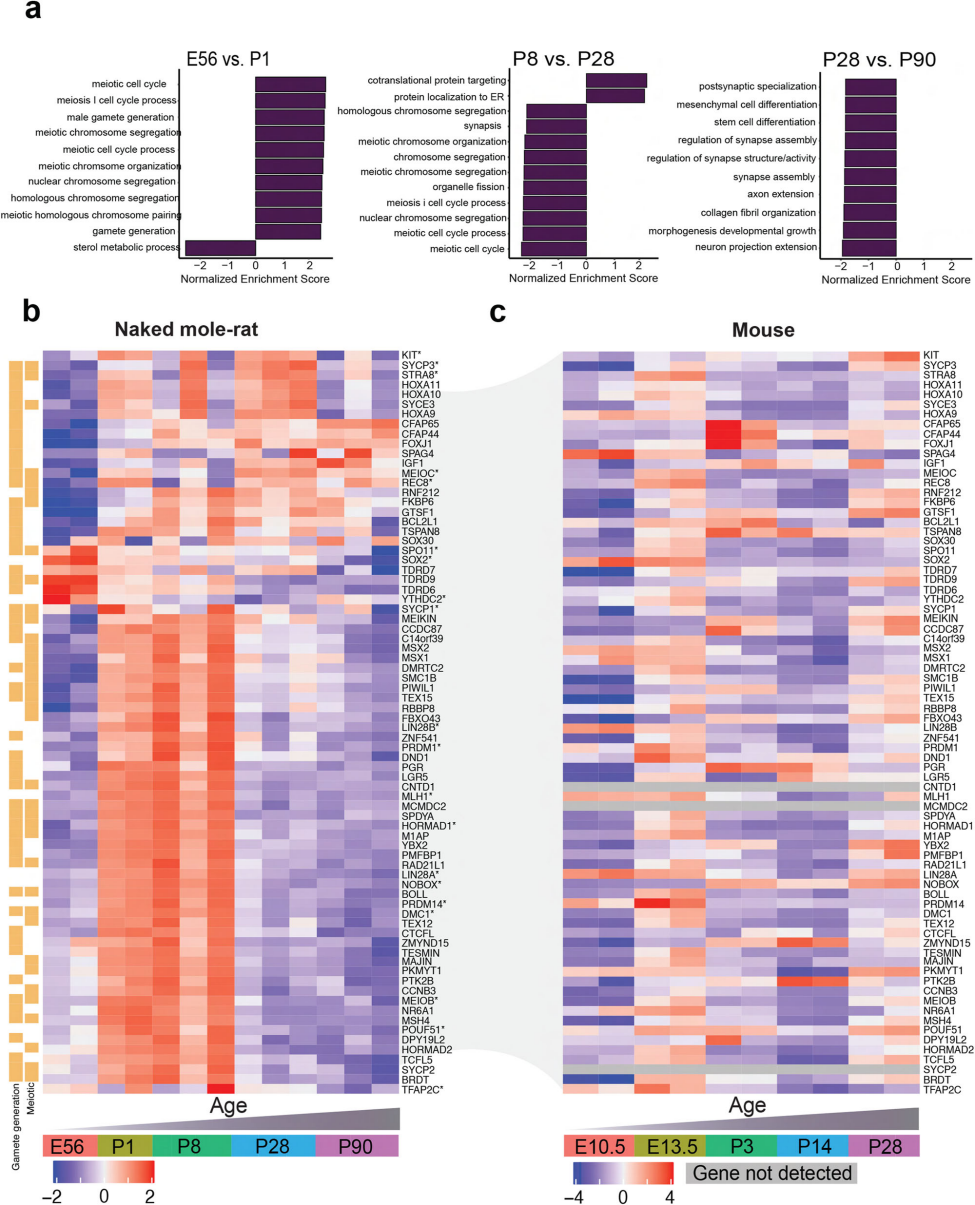
Comparing transcriptomic profiles of ovarian development in naked mole-rats and mice. **a** GSEA was performed for the ranked gene list (−1 * log2 fold-change * adjusted *p* value) of each sequential pairwise comparison using the c5 biological processes gene set. Bar plots of the normalized enrichment score show up to 10 positively- and 10 negatively-enriched pathways per comparison (ranked by normalized enrichment score; threshold: adjusted *p* value <0.05). **b** A heatmap of gene expression (counts per million) from the RNAseq data in the naked mole-rat ovary. The gene list includes the intersection of genes quantified by qPCR (labeled with asterisk) and genes that enriched for meiotic pathways from the E56 vs. PND1 gene list. Gene expression is scaled, and genes clustered by unsupervised hierarchical clustering. **c** A heatmap of the gene expression (counts per million) in the mouse ovary. Source data are provided as a Source Data File.

We next compared meiotic gene regulation during ovarian development between NMRs and mice. To curate a NMR ovarian developmental gene list, we combined the 76 genes identified from meiotic pathways in the GSEA analysis with the 20 genes profiled by RT-qPCR (Supplementary Fig. 6), resulting in 65 genes after overlapping genes were removed (Fig. 5b). We compared the expression of NMR meiotic genes to mice at E10.5, E13.5, P3, P14, and P28^45^. Indeed, most meiotic genes exhibited the highest expression at E13.5 in mouse and postnatally in NMR (Fig. 5b, c), highlighting the unusual postnatal upregulation of meiotic genes during postnatal ovarian development in the NMR.

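In the NMR libraries, 10 of the 11 meiotic genes profiled by RT-qPCR had their highest mean level after birth, all 10 at P1 or P8. All 23 genes of the synaptonemal complex and axis were highest after birth, 20 of them at P1 or P8. Of 28 genes of meiotic recombination, 23 were highest after birth, 20 of them at P1 or P8. The other 5 were highest at E56. Of 16 genes of meiotic entry, 14 were highest after birth, 7 of them at P1 or P8, and of 25 genes of the germ cell and piRNA pathway 24 were, 19 of them at P1 or P8. Of the 23351 named loci tested, 74.52% were highest after birth and 27.55% at P1 or P8 (39.58% when scaled by library size alone), a tally added after those of the lists were seen. The age of the highest mean was taken from CPM scaled by TMM, with n = 2 libraries at E56 and P1 and n = 3 at P8, P28 and P90, and was not tested. When each library was left out in turn, the tallies stayed at 10 for the RT-qPCR genes, and ranged from 22 to 23 for the synaptonemal complex, from 22 to 24 for recombination, from 12 to 14 for meiotic entry and from 23 to 24 for the germ cell list. Setting these ages beside mouse, where it reports most meiotic genes to be highest at E13.5, the paper concludes that meiotic genes are upregulated after birth in the NMR.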

### Initiation of meiotic prophase I in the postnatal NMR ovary

Murine and human gamete development begins during embryogenesis and is initiated by PGCs^27,46^. To contribute to fertility, PGCs must migrate to the gonad, divide mitotically to populate the gonad, and then proceed through meiotic prophase I, at which time they are referred to as oocytes. Meiotic prophase I is the first and the longest stage of mammalian meiosis, and during this stage homologous chromosomes must complete the processes of pairing-synapsing, and complete meiotic recombination to generate a crossover event. Entry into meiosis is initiated and regulated in part by *Stra8*^47^, *MeioC*^48^, and *Ythdc2*^[ 49^. To determine the age(s) at which meiosis initiates in NMR ovaries, we performed IF for STRA8 and found few STRA8+ cells at P1 (Supplementary Fig. 7a). We quantified the number of VASA+ STRA8+ cells from P1 to P90. Our results showed the greatest numbers of VASA+ STRA8+ cells at P8 to P28, followed by a reduction at P90 (Supplementary Fig. 7b). This result is consistent with RNAseq and RT-qPCR analyses (Fig. 4a, b, and Supplementary Fig. 6). 

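Stra8, the retinoic acid target that marks meiotic entry, rose from 1.23 ± 0.525 CPM at E56 (SD, n = 2) to 23.9 ± 2.67 at P1 (n = 2), a log2 fold change of 4.26 (standard error 0.59, adjusted p = 0.000457) from edgeR. At P8 the level was 13.6 ± 5.07 (n = 3), and the change from P1, -0.81 (standard error 0.40, adjusted p = 0.743), did not pass the test. Between P8 and P28 it fell by 5.62 (standard error 0.57, adjusted p = 7.88e-06) to 0.267 ± 0.362 CPM, and at P90 it was 0.143 ± 0.139 (n = 3). The raw counts per library were 5 to 9 at E56, 176 to 217 at P1, 72 to 145 at P8, 0 to 6 at P28 and 0 to 2 at P90. At counts this low a difference between P28 and P90, -0.87 (standard error 1.12, adjusted p = 0.744), was not detectable at this depth, and its sign turned on the FPKM scale and without P28 replicate 2. The rise from E56 to P1 did not pass on log2(FPKM + 0.1), and its adjusted p ranged from 2.41e-12 to 0.0652 over the alternatives. The RNA level was thus highest at P1, while the paper counts most VASA+ STRA8+ cells at P8 to P28. RNA of whole ovary and numbers of stained cells are different measures.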

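Meioc, which encodes a partner of Ythdc2 that sustains the meiotic program, stood at 21.9 ± 5.59 CPM at E56 (SD, n = 2), 129 ± 8.85 at P1 (n = 2), 144 ± 51.5 at P8, 14.9 ± 5.08 at P28 and 10.5 ± 3.1 at P90 (n = 3 each). Its level rose from E56 to P1 by 2.56 (standard error 0.37, adjusted p = 0.000629) on the log2 scale and fell from P8 to P28 by 3.27 (standard error 0.31, adjusted p = 5.37e-06), both from edgeR's quasi-likelihood test. The changes from P1 to P8, 0.15 (standard error 0.31, adjusted p = 0.977), and from P28 to P90, -0.51 (standard error 0.31, adjusted p = 0.394), did not pass, and the sign of the former turned without P8 replicate 1. Every library held counts of Meioc, from 104 to 145 at E56, 986 to 1143 at P1, 770 to 1610 at P8, 88 to 182 at P28 and 54 to 116 at P90.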

*MeioC* is also involved in meiotic entry and was detected at P1 and continuously up to P90 (Fig. 4a, b, and Supplementary Fig. 6), which resembles the pattern of *Stra8* expression (Fig. 4a, b, and Supplementary Fig. 6).

To demonstrate progression into meiotic prophase I, we stained ovarian sections with the meiosis-specific cohesin REC8 and co-stained with SOX2. Immunofluorescence for REC8 and SOX2 revealed the co-existence of REC8+ and SOX2+ cells in NMR ovaries from P1 to P90 (Fig. 6a). We also evaluated the number of VASA+ REC8+ cells from P1 to P90 (Fig. 6b), and their numbers steadily increased from P1 ($$\bar{x}$$ = 130,223 cells per ovary pair) to P8 ($$\bar{x}$$ = 1,147,154 cells per ovary pair). The total numbers of VASA+ REC8+ cells declined thereafter from P15 ($$\bar{x}$$ = 878,343) to P90 ($$\bar{x}$$ = 128,033 cells per ovary pair) (Fig. 6b, c). Whereas we observed REC8 signal in follicles as expected, we excluded REC8+ follicles from the counts, because we wanted to quantify only those oocytes during meiotic prophase before the dictyate arrest and follicle development. This explains, at least in part, the apparent reduction in the numbers of REC8+ germ cells between P15 and P90.

**Fig. 6:**
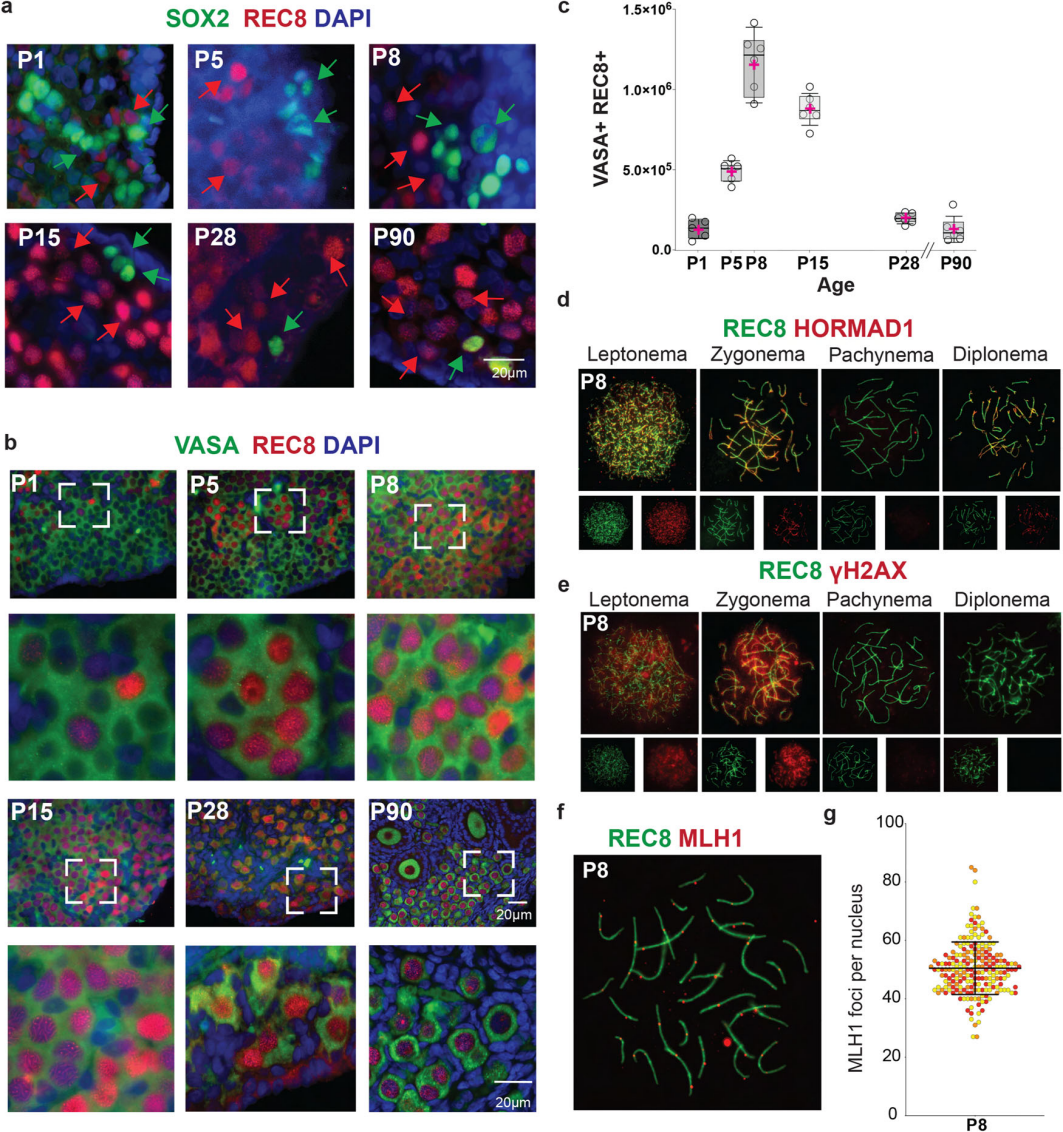
Postnatal meiosis in the naked mole-rat (NMR) ovary. **a** NMR ovary at P1, P5, P8, P15, P28, and P90, showing co-existence of cells positive for the pluripotency marker SOX2 (green) and the meiosis-specific cohesin REC8 (red). DAPI is shown in blue. Green arrows indicate representative SOX2 positive cells and red arrows indicate representative REC8 positive cells. **b** Immunofluorescence for germ cell marker VASA (green), meiotic cohesin REC8 (red), and DAPI (blue), showing cells in meiotic prophase I on tissue sections of NMR ovaries. **c** Quantification of REC8/VASA positive cells on ovaries from NMR (P1 (*n* = 5), P5, P8, P15, P28, and P90 (*n* = 6 each group)). In all the graphs, the box edges represent 25th and 75th percentiles, the horizontal line inside the box represents the median, and the pink ‘+‘ represents the mean. One-way-ANOVA, adjusting for multiple comparisons using the Bonferroni method, all pairwise comparisons were statistically significant at *p* < 0.0001, except for age P5 vs P28 (*p* = 0.16), P5 vs P90 (*p* = 0.06), P8 vs P15, P28 vs P90, and P28 vs P1 (*p* > 0.99 for all). **d** Indirect analysis of synapsis performed by the presence of REC8 (green) and HORMAD1 (red). Presence of HORMAD1 protein indicates places where the homologous chromosomes are asynapsed. **e** Double strand break formation identified by the presence of the meiotic cohesin REC8 (green) and the marker of DNA damage γH2AX (red) and from leptonema to diplonema. **f** Immunolocalization of REC8 (green) and MLH1 (red) on chromosome spreads from oocytes at P8. **g** Quantification of MLH1 foci numbers per nucleus from P8 (*n* = 300). Each color on the graph refers to the counts from a single animal. Source data are provided as a Source Data File.

The REC8 signal within histological sections indicates the presence of oocytes at meiotic prophase I, but it does not clearly distinguish between the four different substages (leptonema, zygonema, pachynema, and diplonema) that precede dictyate arrest. Meiotic prophase progression was delineated using prophase I chromosome spreads to detect the two defining features of this stage: synapsis of homologous chromosomes and initiation of meiotic recombination by DNA double-strand break (DSB] formation^50,51^. Meiotic prophase I substages are defined cytologically by the appearance of the synaptonemal complex^50^. Leptonema is the first substage and follows pre-meiotic DNA replication that results in the sister chromatids being physically linked together via cohesin complexes^52^. At zygonema, the homologous chromosomes pair and begin to synapse as the central element proteins promote this process^53–55^. Once the homologous chromosomes are completely condensed and synapsed, the cell has entered pachynema and proceeds with the last steps of repairing the programmed DSBs. Immediately after pachynema is completed, proteins from the central element begin to disassemble during diplonema, and homologous chromosomes remain connected at the chiasmata^50,51^. In other mammals, including mouse and human, oocytes remain in dictyate arrest until shortly before ovulation. However, for NMRs, the majority of subordinate females never undergo reproductive activation and maintain their oocytes in dictyate arrest throughout life.

As mentioned above, the different substages of meiotic prophase I are typically evaluated according to the characteristics of the synaptonemal complex. However, as the antibodies for these proteins (SYCP2, SYCP3) used in mice produced inadequate results in NMRs, we used an antibody for the meiotic cohesin REC8. These investigations were performed at P8 and P28 (Fig. 6d–g and Supplementary Fig. 8), and these ages were selected based on the signals observed on tissue sections (Fig. 6b) as well as results from RNAseq and RT-qPCR (Figs. 4, 5 and Supplementary Fig. 6). In P8 and P28 ovaries, we detected all substages of meiotic prophase I (Fig. 6d, e, f). The progression of synapsis was evaluated using antibodies against REC8 and HORMAD1, the latter protein associating only with unsynapsed regions in prophase I oocytes^56,57^ (Fig. 6d). During meiotic prophase I, germ cells undergo programmed formation of DSBs, which enable homologous chromosomes to synapse and crossover. Meiotic recombination is a highly regulated process, and DSBs are generated throughout the genome in an exquisitely controlled and specific fashion^50,52^. We evaluated the DSB occurrence using antibodies against γH2AX and REC8 (Fig. 6e) and found no difference between P8 and P28 ovaries. Because oocytes are very prone to meiotic defects, we evaluated the percentages of oocytes with hallmarks of abnormal meiotic progression, such as persistence of DSBs (γH2AX) or asynapsed chromosomes (HORMAD1). Twenty percent of the NMR oocytes showed abnormal synapsis or persistent γH2AX signal at P8 and P28, with no differences between the ages (Supplementary Fig. 8a-d). Meiotic recombination results in the formation of crossovers^50^, which we evaluated using the crossover marker, MLH1^58,59^. The number of MLH1 foci at P8 (50.47 ± 8.99), indicating that NMR oocytes at pachynema have at least one MLH1 focus for each pair of its 30 homologues (Fig. 6f, g). Overall, in contrast to mouse and human ovarian development^1,42^, our results demonstrate that PGCs and meiotic prophase I oocytes co-exist in the postnatal NMR ovary.

### Asynchronous follicle formation in the NMR ovary

In mouse, some primordial follicles activate and start to grow soon after they form^28^, and a key factor in the transition from primordial to primary follicle is NOBOX^60^. Our analysis by RNAseq and RT-qPCR showed that *Nobox* transcription starts at P8 in NMRs (Fig. 5b, c, and Supplementary Fig. 6); however, the first clear NOBOX signal by IF was observed at P15 (Supplementary Fig. 9). 

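Nobox, a homeobox gene of oocytes, stood at 0.698 ± 0.231 CPM at E56 (SD, n = 2), 2.62 ± 0.353 at P1 (n = 2), 20.4 ± 6.04 at P8, 27.6 ± 9.5 at P28 and 14.7 ± 7.47 at P90 (n = 3 each). It rose from P1 to P8 by 2.95 (standard error 0.45, adjusted p = 0.00369) and from E56 to P8 by 4.83 (standard error 0.57, adjusted p = 3.58e-05) on the log2 scale. The changes from E56 to P1, 1.88 (standard error 0.69, adjusted p = 0.0878), from P8 to P28, 0.44 (standard error 0.32, adjusted p = 0.338), and from P28 to P90, -0.90 (standard error 0.33, adjusted p = 0.12), did not pass edgeR's quasi-likelihood test. The raw counts per library were 3 to 5 at E56, 20 to 23 at P1, 148 to 225 at P8, 136 to 323 at P28 and 67 to 197 at P90, so the gene was counted in every library. The rise from P1 to P8 did not pass without P1 replicate 0 or P1 replicate 1 (adjusted p = 0.111 and 0.0617), over a range from 1.38e-10 to 0.111 across the alternatives. Without P90 replicate 0 the rise from E56 to P1 passed (adjusted p = 0.0476, range 0.0339 to 0.364), as it did with its 2 ages alone in the fit or on log2(FPKM + 0.1), and so did the fall from P28 to P90 (0.0221, range 0.0221 to 0.346).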

In mice, the transition from germ cell nest to primordial follicle formation is associated with a substantial wave of germ cell atresia/apoptosis^61^. Based on our observation in NMR that primordial follicles first form around P8 and that germ cell numbers markedly decline between P8 and P15, we expected to find the most pronounced evidence of germ cell atresia/apoptosis at P15. To interrogate NMR ovaries for germ cell atresia/apoptosis, we co-stained P1 to P90 ovarian sections with VASA and four different apoptosis markers: TUNEL, cleaved-caspase-3 (C-CASP3), cleaved-caspase-9 (C-CASP9) and cleaved-Poly [ADP-ribose] polymerase-1 (C-PARP1) (Fig. 7a–c). Relatively few apoptotic cells were observed at P1, 5, and 8; however, we observed a marked increase in germ cell atresia/apoptosis at P15 (Fig. 7b), coincident with the significant rise in NOBOX expression. Germ cell atresia returned to low levels at P28 and P90 (Fig. 7b). Thus, these results suggest that, as in other mammals, there are processes of apoptosis/atresia during nest breakdown/primordial follicle formation and during the initial transition from primordial to primary follicles in NMRs.

**Fig. 7:**
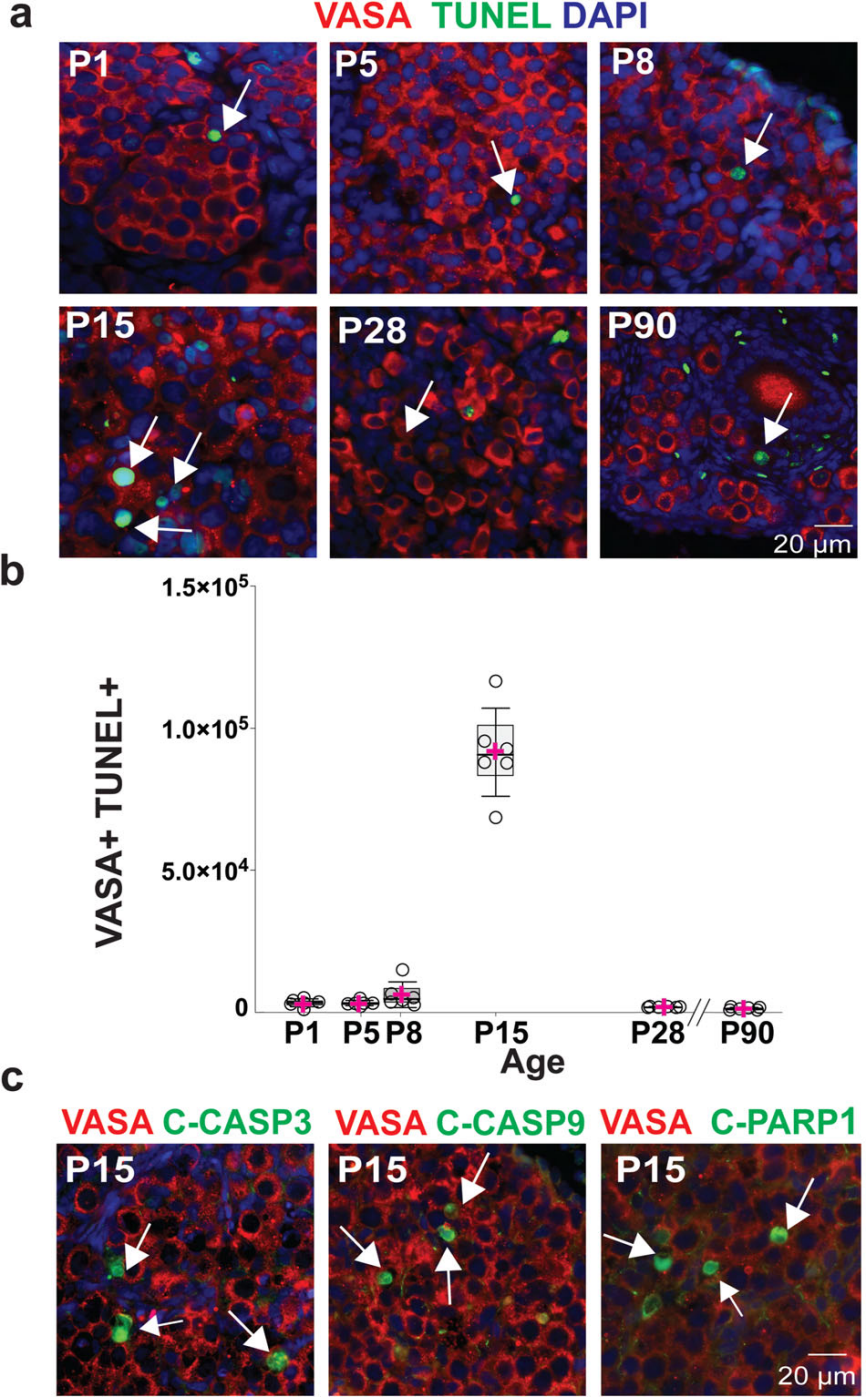
Postnatal germ cell loss in the NMR ovary. **a** Naked mole-rat ovaries at P1, P5, P8, P15, P28 and P90, showing the presence of apoptotic germ cells (VASA, red) using TUNEL (green). **b** Quantification of VASA/TUNEL cells at different stages of development (P1, P5, P8, P15, P28, P90; *n* = 6 per group). Box plot of TUNEL by age, the box edges represent 25th and 75th percentiles, the horizontal line inside the box represents the median, and the pink ‘+‘ represents the mean. One-way-ANOVA, adjusting for multiple comparison using Bonferroni method, only pairwise comparisons that were statistically significant at *p* < 0.0001 were between age 15 an all-other age. **c** P15 ovaries stained with VASA (red), DAPI (blue) and markers of apoptosis (red): TUNEL, cleaved-caspase-3 (C-CASP3), cleaved-caspase-9 (C-CAS9) and cleaved-poly (ADP-ribose) polymerase-1 (PARP1) (C-PARP1). White arrows indicate representative apoptotic cells. Source data are provided as a Source Data File.

### PGCs mitotic expansion in reproductively activated females

NMRs have a very well-defined colony structure, with just one female breeder (queen) that keeps other adult females reproductively suppressed, indicating that almost all the females in a NMR colony will never be reproductively mature^16^. Our results in ovaries from P1 to P90 reveal that NMRs have a very large and asynchronous germ cell population, which includes cells positive for PGC markers, cells in meiotic prophase I, and different stages of folliculogenesis. We asked whether this phenotype is specific to early postnatal ovaries, or applies more broadly to subordinate adults and/or breeders? To answer this question, we analyzed NMR ovaries at 6 months (P6MO), which is the youngest age at which subordinate females could theoretically go through puberty if removed from the colony (i.e., released from reproductive suppression)^62^. We also analyzed 3-year-old subordinate adults (SUB 3 yr) and 3-year-old reproductively activated adults (Ex-SUB 3 yr). Both subordinates and reproductively activated females were obtained from the same colony. Following a protocol previously described^63^, we reproductively activated females by housing them with a male for 4 weeks^63^. We counted the number of germ cells in histological sections, following the same approach that we performed with the ovaries from P1 to P90. We first analyzed the germ cell populations using VASA (Fig. 8a). Our results show a trend toward increased germ cells in P6MO females as compared to SUB 3 yr and Ex-SUB 3 yr females, although the values were not statistically different (*p* = 0.087; Fig. 8a, b). We found no significant difference in the number of germ cells in the SUB 3 yr and Ex-SUB 3 yr females. We also identified VASA+ SOX2+ cells in all three groups (Fig. 8c), and the number of cells observed on Ex-SUB 3 yr ovaries was statistically greater than in P6MO and SUB 3 yr ovaries (Fig. 8d). Next, we performed IF analyses for Ki67, pHH3, and VASA (Fig. 8e) and quantified VASA+ Ki67+ cells and VASA+ pHH3+ cells. Whereas these cell types were found in relatively low numbers in P6MO and SUB 3 yr ovaries, Ex-SUB 3 yr ovaries had significantly more cells that co-labeled for the markers of germ cell proliferation (Fig. 8f, g). We also stained for SOX2 and Ki67 cells in every 20th section, but we did not find SOX+ Ki67+ cells in the P6MO or SUB-3yr ovaries, and only a few co-labeled cells were found in Ex-SUB 3 yr ovaries (Fig. 8e). To test if VASA+ SOX2+ cells can proliferate in vitro, we performed cultures of both SUB 3 yr and Ex-SUB 3 yr ovary cortical fragments. We followed the same approach that we used for early postnatal ovaries. We began the cultures of SUB 3 yr and Ex-SUB 3 yr on the same day and under the same conditions, but the SUB 3 yr only resulted in fibroblasts from the cultured tissue. Conversely, Ex-SUB 3 yr ovary pieces extruded round cells with a large nucleolus from the main tissue starting at day 5 (D5), and small, round-cell clusters formed by D30 (Fig. 8h), which is similar to what we observed in the cultures from young ovaries. To confirm the lineage of these cells and their mitotic activity in vitro, we treated them with EdU for 48 h before fixation at D30 and D45. Fixed cultures were stained for VASA, SOX2, DAPI, and EdU, which revealed a population of VASA+ SOX2+ cells that were EdU+. This finding confirms the cells’ germ cell identity and demonstrates their capability to divide in vitro (Fig. 8i).

**Fig. 8:**
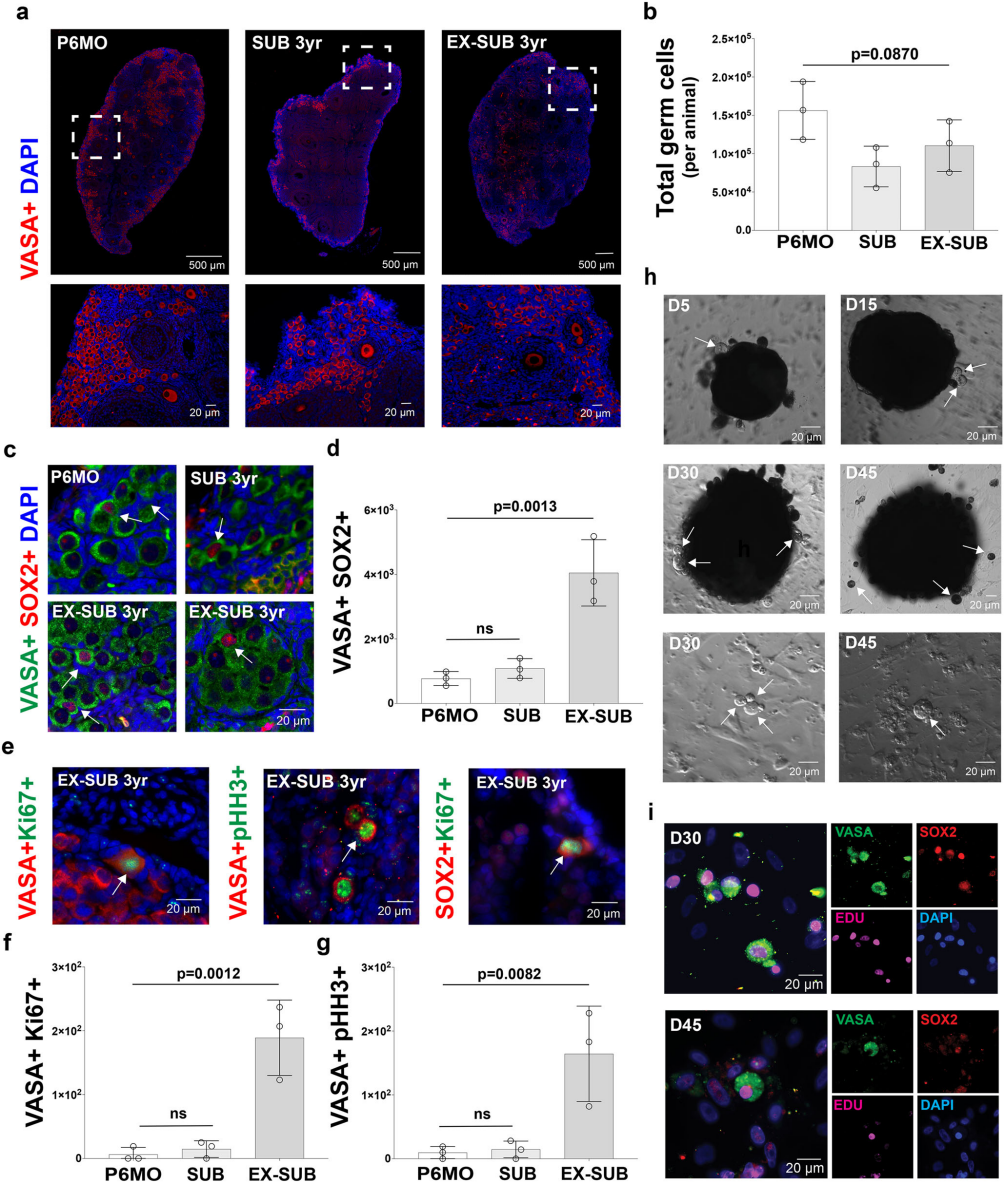
Six-month-old, subordinate adult, and ex-subordinate adult ovaries from naked mole-rats (NMR) have a large ovarian reserve with actively dividing germ cells. **a** Histological sections of 6-month-old (P6MO), 3 yr old subordinate (SUB-3yr; reproductively suppressed), and 3 yr old ex-subordinate (EX-SUB 3 yr; reproductively activated) ovaries stained with antibody against VASA (red) and counterstained with DAPI (blue). **b** Quantification of the total germ cell number per NMR detected with VASA at P6MO, SUB-3yr, and EX-SUB 3 yr (*n* = 3 per group). One-way ANOVA shows no statistically significant difference between groups; *p* = 0.870. **c** NMR ovary sections stained with VASA (green), the pluripotency marker SOX2 (red), and DAPI (blue). White arrows indicate representative SOX2-positive cells. **d** Quantification of SOX2 positive cells at P6MO, SUB-3yr and EX-SUB 3 yr (*n* = 3 per group). One-way ANOVA, adjusting for multiple comparisons using the Bonferroni method, reveals pairwise comparisons with EX-SUB were statistically significant at *p* < 0.0013. No differences were observed between P6MO and SUB-3yr (*p* = 0.7792). **e** In vivo postnatal cell expansion in adult NMR ovaries analyzed using immunofluorescence detection of VASA (red), and marker of mitotic cell division Ki67 (green); VASA (red) and the pHH3 (green), and SOX2 (red) and Ki67 (green). White arrows indicate cells that are positive for both markers. **f** Quantification of VASA+ Ki67+ cells at P6MO, SUB-3yr and EX-SUB 3 yr (*n* = 3 per group). One-way ANOVA, adjusting for multiple comparisons using the Bonferroni method, pairwise comparisons with EX-SUB were statistically significant at *p* < 0.0012. No differences were observed between P6MO and SUB- 3 yr (*p* = 0.0775). **g** Quantification of VASA+ pHH3+ cells at P6MO, SUB-3yr and EX-SUB 3 yr (*n* = 3 per group). One-way ANOVA, adjusting for multiple comparisons using the Bonferroni method, pairwise comparisons with EX-SUB were statistically significant at *p* < 0.0082. No differences were observed between P6MO and SUB-3yr (*p* = 0.9895). **h** In vitro expansion of germ cells from EX-SUB 3 yr old ovary at day D5, D15, D30, and D45 of culture. White arrows show germ cells. **i** Immunodetection of VASA (green), the pluripotency marker SOX2 (red), incorporation of ethynyl-labeled-deoxyuridine (EdU) (magenta), and DAPI (blue) in cultured cells from EX-SUB 3 yr old ovary. Source data are provided as a Source Data File.

### Initiation of meiotic program in adult NMR ovaries

The presence of VASA+ SOX2+, VASA+ Ki67 and VASA+ pHH3 cells in P6MO, SUB 3 yr, and Ex-SUB 3 yr does not mean that the corresponding cells are able to undergo meiosis. Therefore, to test whether oocytes that initiate meiotic prophase I are present in ovaries from P6MO, SUB 3 yr and Ex-SUB 3 yr females, we stained histology sections to detect cells positive for VASA+ STRA8+, VASA+ γH2AX+, and VASA+ HORMAD1+ (HORMAD1 positive controls using P8, P28 and P90 are included on Supplementary Fig. 10). Our results show the presence of VASA+ STRA8+ cells in the three groups without any statistical differences (Fig. 9a, b). However, the numbers of cells positive for VASA+ γH2AX+ and for VASA+ HORMAD1+ were significantly different among Ex-SUB 3 yr and both P6MO and SUB 3 yr (Fig. 9c–f). No differences were observed between P6MO and SUB 3 yr females. These results suggest that a small proportion of cells can enter into meiosis in ovaries from P6MO and SUB 3 yr. Perhaps most interesting is that reproductive activation of 3-year-old NMRs induces a statistically significant increase in the number of germ cells that are mitotically active and that initiate meiotic prophase I. Collectively, these results show that ovaries from reproductively active NMRs have a population of germ cells that are able to divide in vivo and in vitro and trigger meiotic prophase I, suggesting they could be capable of contributing to the maintenance of the NMR ovarian reserve. However, more studies are warranted to determine whether complete meiotic prophase progression and follicle formation occurs in adult NMRs.

**Fig. 9:**
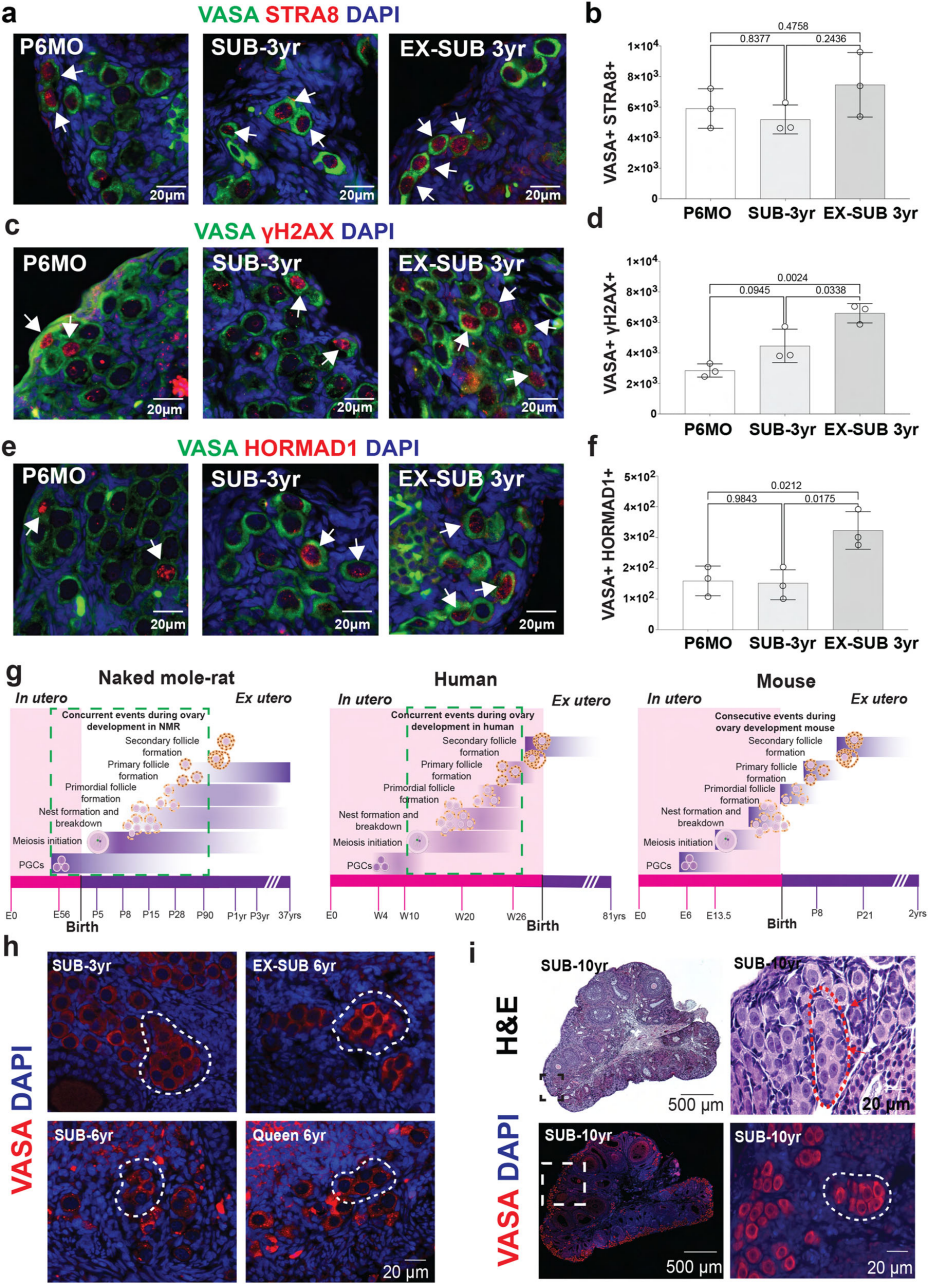
Initiation of meiotic prophase I in adult NMRs, models of ovary development in NMR, human, and mouse, and persistence of germ cell nests in NMR adult ovaries. **a** Histological sections of P6MO, SUB-3yr, and EX-SUB 3 yr ovaries stained with antibody against VASA (green), STRA8 (red) and counterstained with DAPI (blue). **b** Quantification of the total germ cell number per NMR detected with VASA+ STRA8+ at P6MO, SUB-3yr, and EX-SUB 3 yr (*n* = 3 per group). One-way ANOVA shows no statistically significant. **c** NMR ovarian sections stained with VASA (green), γH2AX (red), and DAPI (blue). **d** Quantification of VASA+ γH2AX+ positive cells at P6MO, SUB-3yr and EX-SUB 3 yr (*n* = 3). One-way ANOVA, adjusting for multiple comparisons using the Bonferroni method, reveals pairwise comparisons with EX-SUB 3 yr were statistically significant at *p* < 0.0024. No differences were observed between P6MO and SUB-3yr. **e** NMR ovarian sections stained with VASA (green), HORMAD1 (red), and DAPI (blue). **f** Quantification of VASA+ HORMAD1+ cells at P6MO, SUB-3yr and EX-SUB 3 yr (*n* = 3). One-way ANOVA, adjusting for multiple comparisons using the Bonferroni method, pairwise comparisons with EX-SUB 3 yr were statistically significant at *p* < 0.0212. No differences were observed between P6MO and SUB-3yr. White arrows indicate representative positive cells. **g** Model of NMR ovary development from E56 to adulthood. Model of human ovary development from embryonic week 4 to adulthood. Green boxes represent processes that occur simultaneously. Model of mouse ovary development, showing the consecutive events during ovary development. Pink bar at the bottom indicates processes that occur in utero and purple bar those that occur after birth. **h** Immunofluorescence with VASA (red) and DAPI (blue) showing germ cell nests (white dashed lines) in ovaries from SUB-3yr-old, EX-SUB-3yr-old, SUB-6yr-old and breeding queen 6yr-old. **i** Upper images: Hematoxylin-eosin staining of 10-year-old NMR ovary showing persistence of germ cell nests. Red arrows point to a germ cell nest. Lower images: Immunofluorescence with VASA (red) and DAPI (blue) showing a large population of germ cells. White dashed square within the left image shown at a higher magnification on the right, white dashed line shows a germ cell nest. Source data are provided as a Source Data File.

## Discussion

In summary, we have found that germ cell and ovarian development in NMRs and in humans have much in common, most notably that germ cell development is highly asynchronous. This asynchrony manifests as PGCs co-existing with oogenesis, meiosis initiation, nest formation and breakdown, and follicle formation (Fig. 9g). However, in stark contrast to mouse and human, the entire process of oogenesis occurs postnatally in NMRs. We previously reported the presence of germ cell nests in 6-month-old and adult NMR ovaries^24^. Based on our observations that germ cell nests co-exist with primordial, primary, and secondary follicles in the ovaries from SUB 3 yr, Ex-SUB 3 yr, SUB 6 yr, 6 yr queen, and a SUB 10 yr (Fig. 9h, i), we suggest that oogenesis could persist for many years in this species. This hypothesis is at least partially supported by the mitotic activity of the VASA+ SOX2+ cells observed in vivo and in vitro, the meiotic prophase entry which we demonstrated in early postnatal and P6MO, SUB 3 yr, and, Ex-SUB 3 yr ovaries. However, the mechanisms by which these cells trigger the mitotic program and how SOX2 modulates other transcription factors remain to be investigated. Other important points to address in the future are, what are the differences in the ovarian niche between subordinate and reproductively activated females, and what other factors in the hypothalamic-pituitary-gonadal axis control the mitotic capacity of the germ cells in the NMR ovary?

Defects in human oocyte meiosis, and specifically during meiotic prophase I, are associated with the age-related high rate of chromosomal mis-segregation, including trisomies and monosomies, which lead to higher risks of miscarriage and developmental defects. Although aneuploidy is likely to be multifactorial, whole-chromosome nondisjunction events are preferentially associated with increased aneuploidy in young girls^64^ and oocytes from older women may be predisposed to be becoming aneuploid as a consequence of an age-long decline in the cohesive ties holding chromosomes together^65^. Studying these factors in mouse and human oocytes has been limited by the fact that all these processes occur *in utero*. However, a model such as the NMR, with its pool of germ cells that initiate meiosis postnatally and in adulthood, will allow investigators to study the mechanisms of aging-associated cohesion weakening and the establishment of vulnerable crossover formations. Our preliminary data suggest that with development there is a reduction of MLH1 foci in oocytes that entered meiosis later during development (P8 vs P28), however more studies need to be done to establish the mechanism and draw conclusions. However, all these characteristics are well suited for using the NMR as a model for germ cell development and reproductive aging. Indeed, we propose the large ovarian reserve and potential for postnatal oogenesis that we report is closely intertwined with the adaptions for remarkable longevity and eusociality in this species. Naked mole-rats have the largest reproductive skew among mammals^66^; while the vast majority of adult females will never breed, all need to be ready should the opportunity arise. The impact on direct reproductive fitness is substantial for those females that attain and maintain queen status. Queens can produce 1–5 litters per year, averaging 13 pups per litter^67^, which means a queen could conceivably produce thousands of offspring over her extreme reproductive lifespan. Thus, the evolutionary pressures on ovarian development and function in this species are particularly striking.

Overall, our results demonstrate that NMRs establish and maintain an exceptionally large ovarian reserve relative to their small body size, which supports their protracted fertility, and postnatal oogenesis is one of the extraordinary adaptations to this species’ remarkable longevity.

## Methods

### Animals and housing

All experimental procedures followed federal and institutional guidelines and were approved by the Magee-Womens Research Institute, University of Pittsburgh (IACUC protocol #20117234), and University of Toronto Mississauga Animal Care and Use Committees (IACUC protocol # 20011632). Naked mole-rat (NMR) colonies were housed in polycarbonate cages of three sizes (large: 65 cm *L* × 45 cm *W* × 23 cm *H*; medium: 46 cm *L* × 24 cm *W* × 15 cm *H*; small: 30 cm *L* × 18 cm *W* × 13 cm *H*) connected by tubes (25 cm L × 18 cm *D*) and lined with corn cob bedding. For reproductive activation, opposite-sex pairs were housed in a single, medium polycarbonate cage. Naked mole-rats were kept on a 12:12 light/dark cycle at 28–30 °C and fed ad libitum with a diet consisting of sweet potato and wet 19% protein mash (Harlan Laboratories Inc.).

### Ovarian transport and dissection

All ovaries used for prophase spreads were collected in phosphate-buffered saline (PBS) at the Holmes laboratory (Toronto) and shipped overnight to the Brieño-Enríquez laboratory (Pittsburgh) at 4 °C. In the laboratory, under a laminar flux hood the ovaries were washed three times with PBS after which oviducts and connective tissue were dissected away under microscopic observation. Ovaries used for histology and immunofluorescence were dissected, fixed with 10% buffered formalin overnight and transferred to 70% ethanol, shipped to the laboratory, washed three times in 70% ethanol, embedded in paraffin and serially sectioned at 6 µm.

### Oocyte spread preparation

To analyze meiotic progression, we cut a quarter of the ovary and placed it into 40 µl of hypotonic solution (0.02 M sucrose). Ovaries were minced with a scalpel into a homogeneous solution and resuspended in an additional 40 µl (0.02 M) sucrose. A 50 µl drop of paraformaldehyde 1% (Triton-X 0.1% pH 9.2) was added to an 8-well slide followed by the addition of 10 µl of the minced ovary solution. The slides were placed in a humidified chamber at room temperature (RT) overnight. After 24 hours at RT, the slides were washed four times with 1% Photo-Flo (Kodak, Paris, France) and air-dried. Slides were stored at −80 °C until analyzed.

Immunofluorescence was performed as described elsewhere^43^ with minor modifications. Oocytes were permeabilized using 0.1% Triton-X (Sigma) for 30 min at RT. After permeabilization oocytes were incubated in blocking solution (PBS, 2% bovine serum albumin, 0.2% goat serum and 0.05% Tween 20, 0.1% Triton-X) for 1 h at RT. Primary antibodies were diluted on the blocking solution (full list of antibodies on Supplementary Data 17) and incubated overnight at 4 °C in a humidified chamber. After washing off unbound antibodies with PBS 1% +Photoflo 1%, detection was performed with goat anti-rabbit FITC, goat anti-rabbit Cy3, goat anti-mouse Cy3, and goat anti-mouse FITC (Jackson Immuno Research Laboratories, West Grove PA, USA). Secondary antibodies were incubated for 2 h at 37 °C in a humidified chamber. Unattached secondary antibodies were washed off with PBS, and the signal was fixed with 1% formaldehyde. DNA was counterstained by applying an antifade solution (Vector Laboratories, Burlingame, CA, USA) containing 0.1 µg/ml of DAPI (4′,6′-diamidino-2-phenylindole) (Sigma). Image acquisition was performed using a Zeiss AxioImager M2 microscope (Carl Zeiss AG, Oberkochen. Germany). Images were processed using Zen 2 (Carl Zeiss AG, Oberkochen. Germany).

### Immunofluorescence on paraffin-embedded tissue sections

IF was performed on paraffin-embedded sections from E56, P1, P5, P8, P15, P28, P90, P6MO, SUB 3 yr, EX-SUB 3 yr, SUB 6 yr, Queen 6 yr, and SUB 10 yr ovaries. Slides were deparaffinized and rehydrated with 3 washes of Safeclear (Fisher Scientific, Pittsburgh, PA. USA) for 10 minutes each, followed by 3 washes of each concentration in a graded series of ethanol (100%, 95%, 80%, 70%) for 5 minutes. After rinsing the slides 2 times for 5 minutes in distilled water, the slides were incubated in sodium citrate pH 6.0 during 40 min at 95 °C. Permeabilization was performed in 0.2% of Triton-X 100 in PBS for 1 h. Sections were blocked for 4 h in blocking solution (2.52 mg/ml glycine, 10% goat serum, 3% BSA, 0.2% Tween 20 in PBS) and then incubated with primary antibody (diluted in blocking solution) overnight at RT. After 2 washes of 10 min with 0.1% Tween 20 in PBS (PBS-Tw20), the slides were incubated with secondary antibodies for 2 hours at RT. The slides were rinsed twice with PBS-Tw20 for 5 min. Cell nuclei were counterstained with DAPI and mounted in Vectashield (Vector Laboratories, Burlingame, CA).

### Germ cell counting

The size of the ovarian reserve (pre-follicle germ cells and primordial follicles) was estimated in 6 mm, serially sectioned ovaries that underwent IF for VASA, REC8, SOX2, OCT4, BLIMP1, pHH3, Ki67, C-CASP3, C-CASP9, NOBOX, STRA8, γH2AX, HORMAD1, and DAPI. Digital images were downloaded to a tablet (Surface Pro, Microsoft) and a stylus was used to tick off all the REC8 and DDX4 positive cells (or the corresponding stain) in each section using the cell counter feature in Fiji (Image J, NIH). Initially, these objects were counted in every 10th section, but the exceptionally large number of germ cells in the P1, P5, and P8 ovaries led us to consider counting every 20th section. In an analysis of preliminary data for all five ages for which counts from every 10th and every 20th section were compared, we found an average difference of only 3.1% after every 20th section data were multiplied by two. Thereafter, the counting of germ cells up to the primordial follicle stage was completed in every 20th section. From these raw counts, we followed the method of Bristol-Gould et al.^19^ to calculate the size of the ovarian reserve for each animal, whereby the total number of germ cells counted in every 20th section was divided by the number of sections counted. The germ cell number per section was multiplied by the total number of sections, which was then divided by a correction factor based on the average diameter of the objects counted. This correction factor accounts for the fact that the diameter of the objects means they could have been counted in more than one consecutive 6-mm-section. A correction factor of 1.5 was applied to P1, P5, and P8 ovaries, and correction factors of 2.0 and 2.5 were applied to P28 and P90 ovaries, respectively (for total counts see Supplementary Data 19). For P6MO and adult ovaries, we followed the same protocol, and we applied a correction factor of 2.5.

### RNA isolation

Total RNA was purified using Trizol (Thermo Fisher) according to the commercial protocol with the following changes: after the first phase separation, an additional chloroform extraction step of the aqueous layer in Phase-lock Gel heavy tubes (Quanta Biosciences); addition of 2 µl Glyco-blue (Thermo Fisher) immediately prior to isopropanol precipitation; precipitation at 4 °C for 30 minutes; two washes of the RNA pellet with 75% ethanol. RNA sample quality was confirmed by spectrophotometry (Nanodrop) to determine concentration and chemical purity (A260/230 and A260/280 ratios) and with a Fragment Analyzer (Advanced Analytical) to determine RNA integrity. RNA yields ranged from ~1 µg for E56 samples up to 25 µg for samples from older timepoints. RQN scores ranged from 2–6, however NMR shows a break in 28 S rRNA^68^, generating a quality that is low for other species but is the standard for NMR. Three different ovaries were analyzed at each time point, however, we excluded E56-13 and P1-2 as these samples suggested a non-ovarian gene expression pattern (all RNAseq data is available in GEO).

### RNAseq library preparation

Ribosomal RNA was subtracted by hybridization from total RNA samples using the RiboZero Magnetic Gold H/M/R Kit (Illumina) using 100 ng total RNA and a modified protocol scaled for lower input (90 µl magnetic bead stock, and 2 µl removal solution in a 20 µl reaction). The rRNA-depleted RNA samples were then precipitated with ethanol. TruSeq-barcoded RNAseq libraries were generated with the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs). Each library was quantified by Qubit (dsDNA HS kit; Thermo Fisher) with yields ranging from 100–600 ng per library.

### Quality control and processing of RNA sequencing data

Illumina Sequencing and Analysis: Libraries were pooled and sequenced on a NextSeq500 instrument (Illumina). On average, 27 M single-end 75 bp reads (minimum 20 M) were generated per library. Quality control information can be found in Supplementary Data 6 and Supplementary Fig. 4. Read quality of the raw library was assessed using FastQC (v0.11.8) (www.bioinformatics.babraham.ac.uk/projects/fastqc/ before trimming). Trimming of adapters was performed using cutadapt (v1.8)^69^ (parameters: -m 50 -q 20 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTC –match-read-wildcards). Read quality of the trimmed library was assessed using FastQC (v0.11.8). Trimmed reads were mapped to the naked mole-rat genome using RSEM (v1.2.22) and STAR aligner (v2.6.0) (https://www.r-project.org/). The NMR genome and transcriptome annotation were taken from the ENSEMBL database (release-100; ftp://ftp.ensembl.org/pub/release-100/fasta/). Following the removal of duplicate reads, reads were counted using RSEM.

### Analysis of differentially-expressed genes in the developing NMR ovary

All downstream analyses were performed in R (v4.0). Heatmaps were made using ComplexHeatmap^70^. RSEM counts were imported with tximport^71^. Libraries were filtered for mitochondrial genes and genes whose counts across samples were 3 standard deviations above the mean. Pairwise differential expression on sequential ages was performed with a likelihood ratio test in DESeq2^72^ using counts per million. A full list of DEGs is available in Supplementary Data 1-4. Differentially-expressed genes (DEGs) with an adjusted *p* value <0.05 and fold-change >log2(1.5) were considered significant (Supplementary Fig. 4)^72^. Significant DEGs from the pairwise comparisons were then plotted individually in volcano plots using ggplot2 (Fig. 4a)^73^. The top 50 upregulated genes and top 50 downregulated genes (Fig. 4b) (based on rank) per pairwise comparison were plotted in a heatmap across all ages. qPCR genes that changed significantly are labelled. Gene set enrichment for each pairwise comparison was performed using GSEA^74,75^ against the c5 biological processes gene set (based on rank: −1 × log fold-change × adjusted *p* value). The top 10 positively- and top 10 negatively enriched pathways (filtered by adjusted *p* value; enrichment quantified using normalized enrichment score) were plotted in a bar graph (Fig. 5a; a full list can be found in the Supplementary Data 5–12). A Wald’s test was used to test for differentially-expressed genes in a time-series in DESeq2^72^. DEGs with an adjusted *p* value <0.05 and fold-change >log2(1.5) were considered significant. A full list of DEGs is available in Supplementary Data 13. DEGs were then ranked by adjusted *p* value and the top 15 upregulated and top 15 downregulated genes (ranked by adjusted *p* value) were plotted in a heatmap across all ages (Supplementary Fig. 5). Gene set enrichment for the time-series genes was performed using GSEA^74,75^ against the c5 biological processes gene set (based on rank: −1 × log fold-change * adjusted *p* value; a full list can be found in the Supplementary Data 14–15).

### Comparing NMR ovarian development to the mouse

The NMR was then compared to publicly available mouse (*Mus musculus)* ovarian development RNAseq data^45^. The fastq files for the mouse ovarian RNAseq data for E10.5, E13.5, P3, P14, and P28 were downloaded from https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-6798/^11^. The data were processed using the same pipeline as the NMR RNAseq data, with the exception of using the mouse genome and transcriptome annotation (*Mus musculus*, ftp://ftp.ensembl.org/pub/release-100/fasta/; GENCODE M25). t-SNE plots for the NMR and mouse RNAseq data were then plotted using the t-SNE wrapper function in M3C^76^ (Supplementary Fig. 4d-e). Next, a gene list was compiled consisting of the 20 qPCR genes profiled in Supplementary Fig. 5 and the 65 genes that enriched for meiotic pathways in the E56 vs. PND1 comparison (“chromosome organization involved in meiotic cell cycle”, “gamete generation”, “homologous chromosome pairing at meiosis”, “homologous chromosome segregation”, “male gamete generation”, “meiosis I cell cycle process”, “meiotic cell cycle”, “meiotic cell cycle process”, “meiotic chromosome organization” and “meiotic chromosome segregation”, and “nuclear chromosome segregation”). Nine genes overlapped between the two lists (*Dmc1, Hormad1, Meiob, MeioC, Rec8*, Spo*11, Stra8*, *Sycp1, Sycp3*), leaving a total of 76 genes. The gene expression (counts per million) for the gene list was then plotted in a heatmap in the NMR and mouse (Fig. 5b, respectively).

### Quantitative real-time PCR with reverse transcription

500 ng of total RNA was reverse transcribed using Superscript III First-Strand Synthesis System (Invitrogen Co, Carlsbad, CA, USA) and 1.65 M random hexamers/1.25 M Oligo(dt). cDNA was kept at −20 °C until used in qPCR. Gene expression was normalized to succinate dehydrogenase complex flavoprotein subunit A (*Sdha*) and mitogen activated protein kinase-1 (*Mapk1*) expression. Each reaction mixture consisted of 1 µl of cDNA, 0.5 µl of forward primer (0.2 µM), 0.5 µl of reverse primer (0.2 µM), 10 µl of Roche FastStart SYBR Green Master (Sigma-Aldrich, St. Louis, MO. USA) and 7 µl of nuclease-free water. qPCR amplification reaction was performed with specific primers (Supplementary Data 18). PCR conditions were 30 s at 95 °C, followed by 40 cycles at 95 °C for 1 s and 60 °C for 60 s. After PCR, melting curve analyses were performed to verify specificity and identity of the PCR products. All data were analyzed with the CFX-manager Bio-Rad (Bio-Rad Laboratories). All analyzed genes were performed in triplicate for each of the three ovaries at each of the six ages analyzed (E56, P1, P5, P8, 28, and P90). RT-qPCR data for gene quantification were analyzed using the relative quantification method. Gene expression was normalized against the reference genes (*Sdha* and *Mapk1*).

### Reproductive activation of adult naked mole-rats

To induce reproductive activation in non-breeding females, 3-year-old females were removed from their natal colonies and housed individually with a male in a new cage for 4 weeks^63^. After this period the animals were euthanized, and ovaries were collected as was described above.

### Ovarian cultures

Postnatal day 5 ovaries were collected in PBS at 4 °C in the Brieño-Enríquez laboratory. Ovaries from 3-year-old subordinates and 3-year-old ex-subordinate females were collected in the Holmes laboratory and shipped to the Brieño-Enríquez laboratory (Pittsburgh) at 4 °C. Within a laminar flux hood, ovaries were washed three times with phosphate-buffered saline (PBS) after which oviducts and connective tissue were dissected away under microscopic observation. After removing the connective tissue, the ovaries were incubated for 30 min in penicillin-streptomycin solution (10,000U/ml, Gibco). For P5 ovaries, they were cut in sections of approximately 1 × 1 × 1 mm and seeded on 24-well plates with D-MEM, High Glucose, GlutaMAX Supplement (Gibco BLR) supplemented with 100 UI/ml penicillin (Gibco BLR), and 100 µg/ml streptomycin (Gibco BLR) and 15% Fetal bovine serum (Sigma-Millipore) at 32 °C and 5% CO_2_. Fifty percent of culture media was removed every 2 days and replaced with fresh media. Cultures were evaluated at 5, 10, 15, 20, 30, 60, 90 and 120 days. Adult ovaries were processed following the same protocol, the only difference was the size of the tissue that was seeded (2 × 2 × 2 mm). Culture medium exchange and analysis were performed as described for P5. Treatment with EdU was performed 48 h before the fixation. Fixation of cultures and staining was performed as was described for the whole ovary.

### Immunofluorescence of cultures

Immunofluorescence was performed as described elsewhere^43^ with minor modifications. Cultures were treated with a permeation treatment using 0.1% Triton-X (Sigma) for 30 min at RT. After permeabilization cultures were incubated in blocking solution (PBS, 2% bovine serum albumin, 0.2% goat serum, and 0.05% Tween 20, 0.1% Triton-X) during 4 h at 4 °C. Primary antibodies were diluted in the blocking solution (full list of antibodies on Supplementary Data 17), and incubated for 24 h at 4 °C. After that, cultures were washed with PBS+ Photoflo 1%, during 4 h. Secondary antibodies were incubated during 2 h at RT. Unattached secondary antibodies were washed off with PBS, and the signal was fixed with 1% formaldehyde. DNA was counterstained by applying an antifade solution (Vector laboratories, Burligame, CA, USA) containing 0.1 µg/ml of DAPI (4′,6′-diamidino-2-phenylindole) (Sigma). Detection of EdU was performed using Click-IT, following the protocol described by the manufacturer (ThermoFisher Scientific, Waltham, MA). Image acquisition was performed using a Zeiss AxioImager M2 microscope (Carl Zeiss AG, Oberkochen. Germany). Images were processed using Zen 2 (Carl Zeiss AG, Oberkochen. Germany).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

SUPLEMENTARY DATA 1-16

SUPPLEMENTARY DATA 17

SUPPLEMENTARY DATA 18

SUPPLEMENTARY DATA 19

Reporting Summary

## Data Availability

The RNAseq data sets generated for this study are deposited in Gene Expression Omnibus (GEO) repository, under the accession number GSE139515. The mouse RNAseq data re-analyzed for this study can be found at https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-6798/. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Postnatal oogenesis leads to an exceptionally large ovarian reserve in naked mole-rats
**Source:** Nat Commun. 2023 Feb 21;14:670. doi: 10.1038/s41467-023-36284-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Files:

Supplementary Data File 1-16: RNA-seq comparisons

Supplementary Data File 1: Differentially expressed genes between E56 and P1 ovaries

Supplementary Data File 2: Differentially expressed genes between P1 and P8 ovaries.

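From P1 to P8, oocyte genes were among those that rose. Plk5, a polo-like kinase, changed by 5.06 (standard error 0.62, adjusted p = 0.00045) from edgeR's quasi-likelihood test. The bHLH factor gene Helt changed by 3.59 (standard error 0.52, adjusted p = 0.00236) and Padi6 by 4.10 (standard error 0.63, adjusted p = 0.00388). The P1 libraries held 3 and 4 counts of Plk5, 2 and 9 of Helt and 3 and 5 of Padi6. They held 0 and 5 of Zp3, named below. The sizes of these changes are uncertain for that reason. The Notch ligand gene Jag1 rose by 1.40 (standard error 0.21, adjusted p = 0.00388), and Lrmp, Cdh17, Skor1 and Lct, which with Nr2e3 and Nobox complete the genes with the smallest adjusted p, by 2.59, 3.27, 2.86 and 2.66. Arid1b, which encodes a chromatin remodelling subunit, fell by 2.05 (standard error 0.20, adjusted p = 6.64e-05).
Of 26 oocyte and primordial follicle genes, 4 rose, the zona pellucida gene Zp3 at 4.99 (SE 0.81), Lhx8 at 2.32 (SE 0.42), Padi6 and Nobox (11 rose when adjusted over the list alone, camera adjusted p = 1.06e-17 and adjusted p = 0.739 with an estimated correlation). The count was 1 without P1 replicate 0, 0 without P1 replicate 1, 8 without P8 replicate 2 and 7 without P90 replicate 0. It was 7 with no filter on low counts and 8 with either DESeq2 test. In the germ cell and piRNA pathway, 1 of 25 genes rose, Dppa3, at 3.46 (SE 0.57) (5 when adjusted over the list alone, camera adjusted p = 5.35e-08 and adjusted p = 0.975 with an estimated correlation). Dppa3 and Tcl1a were the 2 of 23 pluripotency and PGC genes that rose (3 when adjusted over the list alone, camera adjusted p = 0.0341 and adjusted p = 0.975 with an estimated correlation, and 0.44, 0.068 and 0.0531 without P1 replicate 1, P8 replicate 0 and P8 replicate 2). The 75 ribosomal protein genes had a median log2 fold change of -0.36 (camera adjusted p = 1.06e-17 and adjusted p = 0.975 with an estimated correlation), and none passed edgeR's test of single genes, against 13 lower and 0 higher at an unadjusted p under 0.05 and none by either DESeq2 test. In the germ cell, pluripotency and ribosomal lists the mean of P8 replicate 2 lay within the range of the P1 libraries, so 2 of the 3 P8 libraries carry the change.
In all, 159 loci were higher and 14 lower at P8, of which 64 and 6 carry a gene name. The counts were 55 and 4 without P1 replicate 0, 45 and 5 without P1 replicate 1, 84 and 6 without P8 replicate 0, 91 and 4 without P8 replicate 1 and 320 and 268 without P8 replicate 2, and the lower count was also 23 without E56 replicate 0, 22 without P28 replicate 2 and 9 without P90 replicate 2. They were 294 and 58 with the DESeq2 likelihood ratio test, 285 and 34 with its Wald test, 240 and 32 with no filter on low counts, 158 and 25 with the 2 ages alone in the fit, 89 and 16 on log2(FPKM + 1) and 107 and 4 on log2(FPKM + 0.1). Without P1 replicate 0 the calls of Padi6, Jag1, Lct, Lhx8, Lrmp and Tcl1a were lost (adjusted p = 0.0539, 0.184, 0.137, 0.0776, 0.0603 and 0.119). Without P1 replicate 1 those of Padi6, Jag1, Lct, Lhx8, Tcl1a, Helt, Cdh17, Skor1, Dppa3 and Zp3 were lost (0.079, 0.0845, 0.0845, 0.382, 0.226, 0.0725, 0.0761, 0.215, 0.183 and 0.0933), and without P8 replicate 0 that of Lhx8 (0.0712). Calls were also lost with robust spread for Tcl1a and Zp3 (0.0769 and 0.0642), and with the 2 ages alone in the fit for Dppa3, Lhx8 and Skor1 (0.0762, 0.0665 and 0.0587). On log2(FPKM + 1) they were lost for Tcl1a, Lct, Cdh17 and Lhx8 (0.129, 0.0516, 0.0562 and 0.0592), and on log2(FPKM + 0.1) for Tcl1a (0.161). Over all alternatives the adjusted p ranged from 2.17e-09 to 0.226 for Tcl1a, from 5.21e-10 to 0.0933 for Zp3, from 1.30e-07 to 0.183 for Dppa3, from 2.77e-05 to 0.382 for Lhx8, from 8.72e-05 to 0.215 for Skor1, from 1.84e-09 to 0.137 for Lct and from 2.52e-10 to 0.0761 for Cdh17.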

Supplementary Data File 3: Differentially expressed genes between P8 and P28 ovaries.

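From P8 to P28, oocyte genes were among those that rose and meiotic genes among those that fell. Nlrp14, a gene of the oocyte cytoplasm, changed by 4.26 (standard error 0.39, adjusted p = 4.92e-06) from edgeR's quasi-likelihood test, Zp2 by 3.58 (standard error 0.38, adjusted p = 1.10e-05) and Helt by 3.17 (standard error 0.32, adjusted p = 8.65e-06). Arid1b, which had fallen from P1 to P8, rose by 1.74 (standard error 0.19, adjusted p = 1.41e-05). Malrd1 rose too. Stoml1, Glrx and Atxn1 rose by 3.17, 2.31 and 1.79, and Mocs1 by 2.81, a call lost on either FPKM scale. Ryr1 fell by 3.24 (standard error 0.26, adjusted p = 3.48e-06) and Majin, which tethers telomeres to the nuclear envelope in meiosis and is merged with Gpha2, by 4.51 (standard error 0.38, adjusted p = 3.48e-06). The transcriptional coregulator Cited1 changed by -5.12 (standard error 0.45, adjusted p = 3.93e-06), Bhmg1 by -4.26, Rbm44 by -3.84, Rad51ap2 by -3.42 and S100pbp by -2.18.
Of 26 oocyte and primordial follicle genes, 12 rose and 3 fell (13 and 3 when adjusted over the list alone, camera adjusted p = 1.44e-07 and adjusted p = 0.45 with an estimated correlation). Zp4 changed by 4.24 (SE 0.58). In the germ cell and piRNA pathway, 11 of 25 genes fell and 1, Dppa3, rose (13 and 2 when adjusted over the list alone, camera adjusted p = 7.68e-06 and adjusted p = 0.45 with an estimated correlation). Dazl changed by -2.83 (SE 0.33) and Boll by -2.69 (SE 0.29). Pluripotency genes moved both ways, 3 higher and 6 lower of 23 (3 and 7 when adjusted over the list alone, camera adjusted p = 0.663). Prdm14 changed by -3.24 (SE 0.43) and Lin28b by -2.76 (SE 0.36).
Ribosomal protein genes rose in 55 of 75 cases (59 when adjusted over the list alone, camera adjusted p = 2.52e-18 and adjusted p = 0.45 with an estimated correlation). Smooth muscle genes rose in 8 of 10 cases (9 when adjusted over the list alone, camera adjusted p = 4.66e-06 and adjusted p = 0.45 with an estimated correlation). Endothelial genes rose in 6 of 15 cases (9 when adjusted over the list alone, camera adjusted p = 4.66e-05 and adjusted p = 0.45 with an estimated correlation). Tek changed by 1.28 (SE 0.29). Collagen and matrix genes rose in 14 of 35 cases and fell in 1 (20 and 1 when adjusted over the list alone, camera adjusted p = 3.97e-08 and adjusted p = 0.45 with an estimated correlation). Dpt changed by 1.66 (SE 0.27). Of 20 leukocyte genes 7 rose (8 when adjusted over the list alone, camera adjusted p = 0.000996 and adjusted p = 0.45 with an estimated correlation). Cd74 changed by 1.60 (SE 0.24). Of 18 genes of the ovarian surface and Mullerian epithelium, 7 rose and 2 fell (8 and 2 when adjusted over the list alone, camera adjusted p = 0.00241 and adjusted p = 0.45 with an estimated correlation). The mesothelin gene Msln changed by 3.15 (SE 0.42) and Ovgp1 by -3.68 (SE 0.73). In the ribosomal, smooth muscle, endothelial, collagen, leukocyte and ovarian surface lists the mean of P8 replicate 2 lay closer to those of the P28 libraries than its littermates' did, and in the endothelial list it lay within their range. Of 18 kidney and mesonephric duct genes, 2 rose and 4 fell (2 and 5 when adjusted over the list alone, camera adjusted p = 0.424). The endocytic receptor gene Lrp2 changed by -2.40 (SE 0.41). The skeletal muscle list had 2 of 11 genes higher and 1, Ryr1, lower (2 and 2 when adjusted over the list alone, camera adjusted p = 0.98), and its direction turned without P8 replicate 1 or P28 replicate 1 (0.806 and 0.788).
In all, 3677 loci were higher and 7069 lower at P28, 34.2% of the calls being higher. Among named loci the counts were 2140 and 2123, and among loci without a name 1305 and 4565. Upper-quartile scaling gave 2717 higher and 7875 lower and library size alone 2148 and 8518, with medians over all loci of -0.11 and -0.19. The counts were 1797 and 4468 without P8 replicate 0, 1518 and 4179 without P8 replicate 1, 5517 and 8412 without P8 replicate 2, 2167 and 4776 without P28 replicate 0 and 2158 and 5059 without P28 replicate 1.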

Supplementary Data File 4: Differentially expressed genes between P28 and P90 ovaries.

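From P28 to P90, genes of steroid hormone synthesis were among those that rose. The TGF-beta family ligand gene Nodal changed by 3.70 (standard error 0.27, adjusted p = 2.67e-06) from edgeR's quasi-likelihood test, the hedgehog ligand gene Ihh by 5.05 (standard error 0.38, adjusted p = 2.67e-06) and Inhbb, which encodes the inhibin beta B subunit, by 4.20 (standard error 0.35, adjusted p = 4.02e-06). Col9a1, Vgll3, Aox4, Brinp3, Scn9a and Vwde rose by 4.21, 2.97, 5.36, 3.74, 3.15 and 2.92. Genes that fell included Cntnap2, at -3.62 (standard error 0.33, adjusted p = 1.17e-05), the growth factor gene Ptn, at -1.91 (standard error 0.20, adjusted p = 3.29e-05), the retinoic acid-binding protein gene Crabp2, at -4.35 (standard error 0.46, adjusted p = 4.12e-05), and Emx2, a transcription factor of the developing gonad, at -1.64 (standard error 0.20, adjusted p = 0.000145). Lgi2, Fat4, Ntrk3, Abcc8, Mmp16 and Col12a1 changed by -3.86, -1.40, -2.41, -2.48, -1.70 and -1.95.
Of 13 genes of steroid hormone synthesis, 10 rose, as many as when adjusted over the list alone (camera adjusted p = 1.36e-17 and adjusted p = 0.0976 with an estimated correlation). Cyp11a1, which cleaves the side chain of cholesterol, changed by 5.13 (SE 0.78), Cyp17a1 by 4.92 (SE 0.64), Hsd17b3 by 6.14 (SE 0.74) and Insl3, a hormone of theca cells, by 6.15 (SE 0.97). Of 27 granulosa cell genes, 11 rose and 1 fell (12 and 2 when adjusted over the list alone, camera adjusted p = 3.16e-14 and adjusted p = 0.0976 with an estimated correlation). Dhh changed by 3.31 (SE 0.30). The testis somatic cell list, whose risers Insl3, Hsd17b3, Dhh and Amh also stand in other lists, had 5 of 14 genes higher and 1 lower (6 and 1 when adjusted over the list alone, camera adjusted p = 9.29e-05 and adjusted p = 0.0976 with an estimated correlation). Oocyte genes rose in 9 of 26 cases (11 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.00278 and adjusted p = 0.659 with an estimated correlation). The egg protease gene Astl changed by 5.04 (SE 0.72) and Mos, which holds eggs in meiosis II, by 2.42 (SE 0.45). Without P90 replicate 0 the oocyte count was 5 and camera's adjusted p 0.588, on log2(FPKM + 0.1) the count was also 5, and the mean of P90 replicate 1 lay within the range of the P28 libraries. Sterol synthesis genes rose in 7 of 25 cases, as many as when adjusted over the list alone (camera adjusted p = 0.000709 and adjusted p = 0.65 with an estimated correlation, and 0.105 without P90 replicate 0).
All 11 adipocyte genes rose, with the same count when adjusted over the list alone (camera adjusted p = 8.82e-16 and adjusted p = 0.11 with an estimated correlation). The adiponectin gene Adipoq changed by 6.34 (standard error 0.96, adjusted p = 0.000825) and the leptin gene Lep by 8.58 (standard error 1.42, adjusted p = 0.0016). Their levels were highest in P90 replicate 2, at 1051 CPM of Adipoq against 223 and 34.2 in the other P90 libraries. For Lep the level was 1411 CPM there against 50.45 and 15.65, so most of its mean comes from that library. Without P90 replicate 2, 9 of the 11 genes were still higher. On log2(FPKM + 0.1) the count was 7. Collagen and matrix genes fell in 12 of 35 cases and rose in 1 (20 and 4 when adjusted over the list alone, camera adjusted p = 3.99e-11 and adjusted p = 0.445 with an estimated correlation). Fbn2 changed by -4.45 (SE 0.63) and Col1a2 by -2.52 (SE 0.44). Neuronal and synapse genes fell in 9 of 32 cases and rose in 2 (15 and 2 when adjusted over the list alone, camera adjusted p = 3.90e-05 and adjusted p = 0.0976 with an estimated correlation). Gria1 changed by -1.82 (SE 0.26) and Nefl by 2.90 (SE 0.43). In the DNA methylation list, 1 of 8 genes rose, Dnmt1, which is merged with S1pr2, at 1.71 (SE 0.28) (2 when adjusted over the list alone, camera adjusted p = 0.448), a list whose direction turned without P90 replicate 0 (0.672).
In all, 1696 loci were higher and 1210 lower at P90, 58.4% of the calls being higher, and 1022 and 623 of them carry a gene name. Scaling by library size alone turned the balance, with 1277 higher and 1723 lower and a median over all loci of -0.14. The counts were 1122 and 823 without P28 replicate 0, 874 and 642 without P28 replicate 1, 1062 and 683 without P28 replicate 2, 1367 and 794 without P90 replicate 0 and 1119 and 600 without P90 replicate 2, and 1419 and 792 on log2(FPKM + 1) and 952 and 748 on log2(FPKM + 0.1).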

Supplementary Data File 5: GSEA pathways that are downregulated between E56 and P1 8 ovaries.

Supplementary Data File 6: GSEA pathways that are upregulated between E56 and P1 ovaries.

Supplementary Data File 7: GSEA pathways that are downregulated between P1 and P8 ovaries.

Supplementary Data File 8: GSEA pathways that are upregulated between P1 and P8 ovaries.

Supplementary Data File 9: GSEA pathways that are downregulated between P8 and P28 ovaries.

Supplementary Data File 10: GSEA pathways that are upregulated between P8 and P28 ovaries.

Supplementary Data File 11: GSEA pathways that are downregulated between P28 and P90 ovaries.

Supplementary Data File 12: GSEA pathways that are upregulated between P28 and P90 ovaries.

Supplementary Data File 13: Differentially expressed time-series genes.

Supplementary Data File 14: GSEA pathways that are upregulated across time-series genes.

Supplementary Data File 15: GSEA pathways that are downregulated across time-series genes.

Supplementary Data File 16: Quality control metrics for RNA sequencing data

Supplementary Data File 17: Antibodies used

Supplementary Data File 18: Primers used

Supplementary Data File 19: Cell counts for each marker and time analyzed

How the deposited data were processed for this re-analysis (not part of the article)

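RNA of 13 naked mole-rat ovary libraries was analysed, 2 of E56, 2 of P1 and 3 each of P8, P28 and P90, each age from 1 litter. No library of P5 was analysed here. The table does not say which replicate is which animal, and its group for E56 was identified by elimination, since every other group is named for a postnatal day. No paired analysis was possible because the ages are different litters and the replicate numbers do not identify animals.

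The authors made the raw counts of fragments per locus with Cuffdiff after trimming with cutadapt 1.8, alignment with TopHat2 2.1 and assembly with Cufflinks 2.2, and deposited them as counts per library. The authors' FPKM values, deposited in the same table, were made by Cuffdiff from those counts, scaled to library and locus length. The paper's text describes STAR and RSEM counts, which were not used here. The genome build is not named in the sources used here, and a reference table of genes served for names and biotypes alone, so 15941 loci with an identifier for a name matched it and 612 of these had a symbol. Of 79335 loci, 111 carried a failed status in the table.

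Depth ranged from 5568594 counts at E56 to 10399848 at P28. With 2 or 3 libraries per age, precision is limited by the spread between littermates.

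edgeR 4.0.16 (quasi-likelihood F-test, TMM, filterByExpr with a minimum count of 10 and total of 15) and limma 3.58.1 ran in R 4.3.3, with DESeq2 1.42.0 as an alternative. Standard errors are the log2 fold change divided by the square root of F, an approximation. A locus was called at an adjusted p under 0.05 and a fold above 1.5, and the trend on the change over its 4 steps. The common dispersion was 0.0556 and its prior degrees of freedom 9.12. Of 46640 loci tested, 23351 were named. Gene lists numbered 29, and 28 with at least 5 tested members were tested: PGC genes named by the study, pluripotency and PGC genes, meiotic genes profiled by RT-qPCR, meiotic entry, synaptonemal complex and axis, meiotic recombination, germ cell and piRNA pathway, oocyte and primordial follicle, granulosa cells, steroid hormone synthesis, sterol synthesis, cell division, collagen and matrix, cell death, DNA methylation, glycolysis and hypoxia, ribosomal proteins, neuronal and synapse, red blood cells, leukocytes, endothelial cells, smooth muscle, skeletal muscle, multiciliated epithelium, kidney and mesonephric duct, ovarian surface and Mullerian epithelium, adipocytes and testis somatic cells. The adrenal cortex list had 4 tested members and was not tested. camera used a preset correlation of 0.01 and an estimated one, and fry was run beside it.

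Genes named in the text are those the paper names for its sequencing, the 10 rising and 10 falling loci with a symbol with the smallest adjusted p per comparison, up to 4 members per list with the largest change, and the first 5 of each direction for the trend. This rule was written with values in the paper's tables already seen. Of the list members, those printed were chosen after seeing which calls held when libraries were left out. Where several loci carry a symbol, that with the largest total count was used.

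Alternatives were upper-quartile factors, library size alone, no filter, a stricter filter (10 counts in every library of an age and a mean CPM of 1), robust spread, the 2 ages alone, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), DESeq2's likelihood ratio and Wald tests, loci without mitochondrial or very high ones (3 SD above the mean) or small non-coding RNAs, leaving out each library, and for the trend other codings of age. A further fit without P8 replicate 2 and P90 replicate 2 was chosen after seeing the libraries. The tests were checked on simulated data. Values under a gene merged with a neighbour, such as Sycp3, Majin, Gata4, Msh5, Sun1, Dnmt1 and Tet3, are of both.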

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

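The tests of fat tissue, of 1 library alone, of the germ cell share and of depth were chosen only after the result was seen. The first and second results below come from loci that the paper does not discuss.

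At P90 the libraries held 222.8, 34.21 and 1051 CPM of Adipoq, a mean of 436 that P90 replicate 2 carries for the most part, against 1.302 to 10.42 CPM in the P28 libraries, a signal of adipocyte genes in libraries of ovary. All 11 adipocyte genes had their highest CPM in 1 library, P90 replicate 2, which is consistent with fat tissue taken with some of the P90 ovaries. Without that library 9 of the 11 were still higher, which argues against 1 library alone carrying the rise. The most abundant of them in P90 replicate 2 were Lep at 1411 CPM, Adipoq at 1051 and Lpl at 718, while Plin4 was present at 12.4 to 16.9 CPM at P28, so ovary libraries hold some of these transcripts too. Whether ovaries at P90 hold more fat cells than at P28 stays open and was not tested, since age and litter are confounded.

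In loci without a gene name, 22 had 0 counts in both E56 libraries and at least 10 counts in every library of P1 and P8. They were picked for their level at P8, which favours a fall after it, so their change to P28 is not weighed here. The one with the most counts in the P8 libraries held 5.78 ± 3.29 CPM at P8 (SD, n = 3). Of all loci without a name, 22.7% were lower at P28 than at P8, against 9.09% of named loci. The difference was at least 13.25 percentage points under the 2 other scalings. Both moved the median log2 fold change of all loci further down, from -0.004 to -0.11 and -0.19. No scaling that moves it up was tried here, so scaling of the libraries is not excluded as a cause. Named loci matched on mean CPM were lower in 13.2% of cases, so the gap was 9.486 percentage points, which decides neither for nor against low counts as the cause.

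Meiotic genes fell from P8 to P28. The medians below argue against a lower share of germ cells, lowering all their genes alike, as the whole cause, while a part in it stays open. Genes of other cell types rose in the same interval, 8 of 10 of smooth muscle, 6 of 15 of endothelial cells, 14 of 35 of collagen and matrix and 7 of 20 of leukocytes, which goes with such a part. So do the paper's counts, in which VASA+ cells were most numerous at P8 and VASA+ REC8+ cells outside follicles declined after it. Those are cells per ovary pair, not shares of the tissue. The median log2 fold change of the oocyte and primordial follicle list was 1.254, a weak test because oocyte genes start with follicle formation. The median of the germ cell and piRNA list, -0.70 (SD of its members 1.36), lay 2.409 above that of the RT-qPCR genes, -3.11, with bounds set after the medians were seen. This list shares the weakness in part, since it holds Dppa3, which rose in the interval. Shallower libraries at P28 are excluded, since the smallest P28 library held 1.007 times the counts of the largest P8 library. A change with age stays open and was not tested, since age and litter are confounded.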

How the results depend on the processing

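Of the alternatives, only the fit without the P8 and P90 libraries that stand apart (P8 replicate 2 and P90 replicate 2) was chosen after seeing the data. For the 358 results of single genes, 8370 of 9250 values under an alternative kept their direction and their side of the threshold, 839 lost the call, 23 gained one and 18 changed sign. Of 644 values of mean levels, 19 moved by more than 1 SD. No value exists for the trend with the DESeq2 likelihood ratio test or with 2 ages alone, and DESeq2's Wald test stood in for the former. Apart from fits with fewer libraries or loci, the cause was not tested.

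With the DESeq2 likelihood ratio test, 1381 loci were higher and 1167 lower from E56 to P1, 294 and 58 from P1 to P8, 914 loci rose from E56 to P1 and fell from P8 to P28, and 8 oocyte genes rose from P1 to P8. The Wald test gave 285 and 34 loci and 8 oocyte genes from P1 to P8. Scaling by library size gave 1453 lower from E56 to P1 and 2148 higher from P8 to P28. With no filter, 240 loci were higher and 32 lower from P1 to P8, with 7 oocyte genes higher, and with the 2 ages alone 25 were lower. On log2(FPKM + 1), 89 were higher from P1 to P8 and 792 lower from P28 to P90. On log2(FPKM + 0.1), 4 were lower from P1 to P8, 952 higher and 748 lower from P28 to P90, with 7 adipocyte and 5 oocyte genes higher. With age as unordered groups 22433 loci differed at the adjusted p alone. The 1 PGC gene that rose from P8 to P90, Tfap2c, was lost (0 higher) under upper-quartile and library-size scaling, the 2 ages alone, both FPKM scales and the likelihood ratio test.

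With an estimated correlation camera called 2 lists higher and 2 lower from E56 to P1, and 0 higher and 0 lower in each later comparison. The RT-qPCR list from P8 to P28 had adjusted p = 0.128, the synaptonemal complex list 0.975 from P1 to P8 and 0.159 from P8 to P28, and the recombination list 0.116 from E56 to P1 and 0.172 from P8 to P28.

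Without the P8 and P90 libraries that stand apart, 354 loci were higher and 333 lower from P1 to P8, 5950 higher from P8 to P28, and the trend fell in 3143. From P1 to P8, 5 lists were lower, 8 oocyte genes higher and the recombination list passed at 0.00676. In this fit 5 lists turned direction, DNA methylation (0.929), leukocytes (0.739), smooth muscle (0.0728) and kidney (0.929) from P1 to P8 and glycolysis (0.852) from P28 to P90. Prdm1 from P8 to P90 turned to 0.21. Stra8 from P28 to P90 turned to 0.18 and 0.49 on the FPKM scales, and the Tfap2c trend to 0.0568 on log2 day. Lin28a from P8 to P90 turned to 0.0527 with no filter, 0.0354 without mitochondrial and very high loci, 0.0237 and 0.0277 on the FPKM scales, 0.0054 with the likelihood ratio test and 0.0085 without the libraries that stand apart.

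Leaving out each library in turn, with a lone library assumed to vary like the other ages, the counts of loci higher and lower ranged from 773 to 3549 and 239 to 2785 from E56 to P1, 45 to 320 and 4 to 268 from P1 to P8, 1518 to 5517 and 4179 to 8412 from P8 to P28, and 874 to 1984 and 600 to 1705 from P28 to P90. From P1 to P8 the adjusted p ranged from 0.173 to 0.975 for the RT-qPCR list, whose direction turned without P1 replicate 1, P8 replicate 0 or P8 replicate 1, 1.09e-06 to 0.234 for the synaptonemal complex list and 0.00812 to 0.727 for the recombination list. Lists called from P1 to P8 numbered 2 to 7 higher and 1 to 5 lower, and 3 to 8 lower from P28 to P90. Members higher numbered 0 to 1 of the PGC genes from P8 to P90, and 0 to 8 and 5 to 11 of the oocyte genes from P1 to P8 and from P28 to P90.

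Directions that turned in at least 1 such fit had log2 fold changes of -0.26 to 0.13 for Lin28a from P8 to P90, -0.001 to 0.43 for Meioc from P1 to P8, -0.42 to 0.0753 for Sox2 from E56 to P1, -1.76 to 1.09 for Stra8 from P28 to P90, -0.0963 to 0.46 for Ythdc2 from E56 to P1. Other lists that turned had camera adjusted p of 0.377 to 0.915 for DNA methylation from P1 to P8, 0.109 to 0.672 for DNA methylation from P28 to P90, 0.607 to 0.975 for adipocytes from P1 to P8, 0.632 to 0.996 for cell death from P1 to P8, 0.582 to 0.981 for cell division from P8 to P28, 0.00651 to 0.97 for glycolysis and hypoxia from P1 to P8, 0.224 to 0.945 for glycolysis and hypoxia from P28 to P90, 0.712 to 0.986 for granulosa cells from P1 to P8, 0.791 to 0.989 for kidney and mesonephric duct from P1 to P8, 0.172 to 0.962 for kidney and mesonephric duct from P28 to P90, 0.0338 to 0.984 for leukocytes from E56 to P1, 0.205 to 0.931 for leukocytes from P1 to P8, 0.274 to 0.994 for neuronal and synapse from E56 to P1, 0.735 to 0.994 for skeletal muscle from P8 to P28, 1.14e-05 to 0.734 for smooth muscle from P1 to P8, 0.729 to 0.997 for testis somatic cells from P1 to P8, 0.556 to 0.988 for testis somatic cells from P8 to P28. In simulated counts for P8 to P28 over 41694 loci, edgeR recovered 0, 10, 39 and 44 of 50 loci changed 1.5, 2, 4 and 8 times, with 5 false calls. A fold of 2 or less can thus be missed, but how often in the data is not shown. Few loci changed in the simulation, against 10746 called in the data, which makes its adjusted p harder to pass. A call also needs a fold above 1.5, which bears on the recovery of 0.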

Differences from the paper's values

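The paper's mean depth is 27 M sequenced reads per library and its lowest 20 M, against 8.06 M and 5.57 M fragments counted on loci here. These are different quantities, and no alternative changes them.

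Counts here are of 46640 loci, with and without a name, at an adjusted p under 0.05 and a fold above 1.5, the thresholds that the paper states. Its tables also hold rows under that fold, 24 of the 1998 rows at hand from P8 to P28, and 47 higher and 63 lower from P28 to P90. A count is taken here to differ only where one is more than 1.5 times the other, so counts within that bound are not shown to agree. From E56 to P1 the paper's tables hold 341 genes higher and 121 lower, against 2693 and 2260 loci (1273 and 1154 named), and no alternative set before the data were examined removed the difference. From P1 to P8 the paper's table holds 50 genes higher, against 159 loci, of which 64 carry a name and lie within that bound. Over all loci the count lay within it without P1 replicate 0 (55) and without P1 replicate 1 (45), and under no other alternative set before the data were examined. The paper's 10 lower genes stand against 6 named loci, and all 14 loci lower here lie within the bound. From P8 to P28 the paper's table holds 3308 genes, against 10746 loci, of which 4263 carry a name and lie within the bound, and no alternative removed the difference over all loci. From P28 to P90 the paper's tables hold 957 genes higher, against 1696 loci. The 1022 named loci lie within the bound, and so did all loci in these settings, scaling by library size (1277), stricter filter on low counts (1431), 2 ages alone in the fit (1391), limma-trend on log2(FPKM + 1) (1419), limma-trend on log2(FPKM + 0.1) (952), without P1 replicate 0 (1428), without P28 replicate 0 (1122), without P28 replicate 1 (874), without P28 replicate 2 (1062), without P90 replicate 0 (1367) and without P90 replicate 2 (1119). The paper's 935 lower genes stand against 623 named loci, while all 1210 loci lie within the bound. Counting only its rows past the fold, the paper's tables hold 910 higher and 872 lower. Against these the 1696 loci differ, the 1210 loci and the 1022 and 623 named loci lie within the bound, and so does the higher count in these settings, scaling by library size (1277), limma-trend on log2(FPKM + 0.1) (952), without P28 replicate 0 (1122), without P28 replicate 1 (874), without P28 replicate 2 (1062) and without P90 replicate 2 (1119), and under no other alternative set before the data were examined.

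Of 28 log2 fold changes taken from the paper's tables, some of the same gene in 2 intervals, 28 had the same sign here. Of these, 20 lay within the standard error of the value here. That error is the one of the main fit, used for every setting, since the paper's tables give none. From E56 to P1, for Sycp3, the paper's log2 fold change is 3.85 and the value here is 2.29, and no alternative set before the data were examined closed the gap. For Nr2e3 from P1 to P8 the paper's log2 fold change is 3.87 and the value here is 3.47. The value lay within that error of the paper's in these settings, scaling by library size (3.49), stricter filter on low counts (3.48), DESeq2 Wald, all ages (3.49), without E56 replicate 1 (3.48), without P1 replicate 0 (3.71), without P8 replicate 2 (3.68) and without P90 replicate 2 (3.48), and under no other alternative set before the data were examined. From P1 to P8, for Padi6, the paper's log2 fold change is 2.98 and the value here is 4.10, and no alternative set before the data were examined closed the gap. For Sycp3 from P8 to P28 the paper's log2 fold change is -3.43 and the value here is -1.47. No alternative set before the data were examined closed this gap. Both Sycp3 values here are of a locus that also takes in Gnptab, and no alternative separates these genes. The gaps for Sycp3 may thus come from the merge, which was not tested. From P8 to P28, for Rec8, the paper's log2 fold change is -3.63 and the value here is -3.11. The value lay within that error of the paper's in these settings, scaling by library size (-3.29), without P8 replicate 2 (-3.40) and without P28 replicate 2 (-3.54), and under no other alternative set before the data were examined. For Ythdc2 from P8 to P28 the paper's log2 fold change is -1.19 and the value here is -0.91. The value lay within that error of the paper's in these settings, upper-quartile factors (-1.02), scaling by library size (-1.10) and without P8 replicate 2 (-1.06), and under no other alternative set before the data were examined. From P28 to P90, for Grik3, the paper's log2 fold change is 4.53 and the value here is 4.20. The value lay within that error of the paper's in these settings, without mitochondrial and very high loci (4.22), DESeq2 Wald, all ages (4.22), without P28 replicate 0 (4.24), without P28 replicate 2 (4.22), without P90 replicate 0 (4.33) and without P90 replicate 1 (4.35), and under no other alternative set before the data were examined. For Tfap2c from P28 to P90 the paper's log2 fold change is 1.88 and the value here is 1.44. The value lay within that error of the paper's in these settings, without P28 replicate 0 (1.68), without P28 replicate 1 (1.50), without P90 replicate 1 (1.64) and without P90 replicate 2 (1.52), and under no other alternative set before the data were examined. Without the P8 and P90 libraries that stand apart, a setting chosen after seeing the values, Nr2e3 (3.69), Rec8 (-3.38), Ythdc2 (-1.04) and Tfap2c (1.52) lay within the error too.

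The paper states that the PGC genes go up from E56 to P8 and down after it. Here 0 of the 6 genes rose from E56 to P8 by edgeR's test, 0 at an unadjusted p under 0.05 and 0 under any alternative, and 4 fell, Pou5f1 (-3.26), Tfap2c (-2.92), Kit (-1.93) and Lin28a (-1.26), all of which kept this direction under every alternative run. From P8 to P90, Pou5f1 (-3.33), Kit (-1.14) and Sox2 (-1.73) fell as the paper states, and Tfap2c (1.03) rose.

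The paper reports Meioc as detected at P1 and on to P90 without speaking of E56, where the libraries here held 104 and 145 counts. It places the start of Nobox transcription at P8. Here the libraries held 3 and 5 counts at E56 and 20 and 23 at P1, with a call from P1 to P8. The paper reports VASA+ STRA8+ cells most numerous at P8 to P28 and finds its RNAseq and RT-qPCR data to match. Here, from RNAseq alone, the mean RNA level of Stra8 was highest at P1 (23.9 CPM, against 13.6 at P8). The change from P1 to P8 did not pass edgeR's test, so a higher level at P1 than at P8 is not shown. At P28 the libraries held 0 to 6 counts each. RNA of whole ovary and numbers of stained cells are different measures.

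The paper labels Esrrg among the genes that change from P1 to P8, and here its log2 fold change was 1.73, adjusted p = 0.0947. It passed with no filter (adjusted p = 0.0316), with the DESeq2 likelihood ratio test (0.00419) and Wald test (0.00621), and without P8 replicate 2 (0.0244) or P90 replicate 0 (0.0282), and with the setting chosen after seeing the data (0.0261). The paper labels Esr1 among those that change from P28 to P90, and here the value was -1.34, adjusted p = 0.0754. It passed with no filter (0.0202), 2 ages alone (0.0143), the likelihood ratio test (1.31e-05), without P8 replicate 0 (0.0188) or replicate 2 (0.00392), and with the setting chosen after seeing the data (0.0193).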

Other observations

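Tests of the grouping of libraries were written before their result was seen, and the overlap of loci was not tested against a hypothesis.

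Ribosomal protein genes were higher at P90 than at P28 in 15 of 75 cases (32 when adjusted over the list alone, camera adjusted p = 1.27e-16 and adjusted p = 0.513 with an estimated correlation). Genes of multiciliated epithelium were higher in 7 of 28 cases and lower in 1 (14 and 1 when adjusted over the list alone, camera adjusted p = 4.35e-06 and adjusted p = 0.513 with an estimated correlation), with the mean of P90 replicate 1 within the range of the P28 libraries. Smooth muscle genes were lower in 3 of 10 cases (6 when adjusted over the list alone, camera adjusted p = 4.35e-06 and adjusted p = 0.488 with an estimated correlation). From E56 to P1 granulosa cell genes were lower in 7 of 27 cases and higher in 1 (10 and 2 when adjusted over the list alone, camera adjusted p = 0.00734 and adjusted p = 0.416 with an estimated correlation, and 0.594 without E56 replicate 1), with the mean of E56 replicate 0 below both P1 libraries.

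Loci that rose from E56 to P1 and fell from P8 to P28 numbered 1762, against 408 for an independent overlap. Of the 1762, 593 carry a gene name and 1064 none. The 408 takes every tested locus as free to be called in both intervals. Loci counted only at P1 and P8 pass the filter and can only rise and then fall, so part of the excess is set in advance. DESeq2's likelihood ratio test gave 914 and its Wald test 1394.

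Splitting the 6 libraries of P8 and P28 in the 10 ways into 3 and 3, 1 split, the real one, called as many loci as the real one (10746), and the highest other called 1. For P28 and P90, 1 of 10 splits called as many as the real one (2906), and the highest other 3. With 10 splits the share cannot fall under 0.05. Every other split also puts libraries of both ages in each group. The difference between ages then widens the spread within groups, so few calls follow in advance. The low counts of those splits are therefore no measure of chance.

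Loci without a name held 16.1% of the counts at P90 and 19.6% in P90 replicate 2.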
